# Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation

**DOI:** 10.1371/journal.pone.0083028

**Published:** 2013-12-31

**Authors:** Rosete Sofía Pais, Nuria Moreno-Barriuso, Isabel Hernández-Porras, Icíar Paula López, Javier De Las Rivas, José García Pichel

## Abstract

**Background:**

Insulin-like Growth Factor 1 (IGF1) is a multifunctional regulator of somatic growth and development throughout evolution. IGF1 signaling through IGF type 1 receptor (IGF1R) controls cell proliferation, survival and differentiation in multiple cell types. IGF1 deficiency in mice disrupts lung morphogenesis, causing altered prenatal pulmonary alveologenesis. Nevertheless, little is known about the cellular and molecular basis of IGF1 activity during lung development.

**Methods/Principal Findings:**

Prenatal *Igf1^−/−^* mutant mice with a C57Bl/6J genetic background displayed severe disproportional lung hypoplasia, leading to lethal neonatal respiratory distress. Immuno-histological analysis of their lungs showed a thickened mesenchyme, alterations in extracellular matrix deposition, thinner smooth muscles and dilated blood vessels, which indicated immature and delayed distal pulmonary organogenesis. Transcriptomic analysis of *Igf1^−/−^* E18.5 lungs using RNA microarrays identified deregulated genes related to vascularization, morphogenesis and cellular growth, and to MAP-kinase, Wnt and cell-adhesion pathways. Up-regulation of immunity-related genes was verified by an increase in inflammatory markers. Increased expression of Nfib and reduced expression of Klf2, Egr1 and Ctgf regulatory proteins as well as activation of ERK2 MAP-kinase were corroborated by Western blot. Among IGF-system genes only IGFBP2 revealed a reduction in mRNA expression in mutant lungs. Immuno-staining patterns for IGF1R and IGF2, similar in both genotypes, correlated to alterations found in specific cell compartments of *Igf1^−/−^* lungs. IGF1 addition to *Igf1^−/−^* embryonic lungs cultured *ex vivo* increased airway septa remodeling and distal epithelium maturation, processes accompanied by up-regulation of Nfib and Klf2 transcription factors and Cyr61 matricellular protein.

**Conclusions/Significance:**

We demonstrated the functional tissue specific implication of IGF1 on fetal lung development in mice. Results revealed novel target genes and gene networks mediators of IGF1 action on pulmonary cellular proliferation, differentiation, adhesion and immunity, and on vascular and distal epithelium maturation during prenatal lung development.

## Introduction

Insulin-like Growth Factor 1 (IGF1) is a member of the insulin family involved in the control of tissue development and homeostasis by regulating multiple cell functions including proliferation, differentiation, survival, adhesion and migration. IGF1 acts primarily through its high affinity tyrosine kinase receptor IGF1R. IGF1 and IGF1R, in combination with the related ligand IGF2, six binding proteins with high affinity for IGFs (IGFBP 1–6), modulators of IGFs activity, and a second non-signaling receptor that reduces IGF2 signaling (IGF2R), constitute the IGF signaling system. Expression of IGF system genes is tightly regulated in a cell-type specific and spatiotemporal manner, and in addition to their endocrine actions, IGF1 and IGF2 are also frequently produced in autocrine and paracrine manners. Binding of IGFs to IGF1R causes activation of various signaling pathways, including mitogen-activated protein kinases (MAPK), PI3 kinase/Akt and STATs, which regulate their multiple functions [1]–[3].

Experimental evidence demonstrates that IGFs play key roles in prenatal lung growth and organogenesis. In humans, several mutations in both *IGF1* and *IGF1R* genes have been associated with intrauterine growth retardation [4], [5]. One of these patients, with a deletion that included the *IGF1R* gene, was reported to have lung hypoplasia [6]. IGF1 expression is deregulated in stillborn infants with respiratory and bronchopulmonary distress syndromes, and with congenital diaphragmatic hernia, diseases characterized by a severe degree of pulmonary hypoplasia and immaturity [7]–[9]. Finally, blocking IGF1R signaling in cultured human fetal lungs interfered with normal vascularization [10]. Parallel studies on genetically modified mice are contributing to better understanding the role of IGFs in pulmonary development and genetically support the fact that IGFs signaling contribute to the control of prenatal mouse lung growth and differentiation. Thus, mice carrying a homozygous null mutation of the *Igf1* gene (*Igf1^−/−^*) are born 60% of the size of their littermates and show atelectatic lungs that cause high postnatal mortality [11]–[13]. Accordingly, *Igf1r^−/−^* mice are born 45% of the size of their littermates and all of them die at birth due to immature collapsed lungs and respiratory failure [11], [13], [14]. However, perinatal *Igf2^−/−^* mice despite showing a growth deficiency similar to *Igf1^−/−^*, all survive at birth and only those born from *Igf2^−/−^* dams display a mild lung phenotype with slightly affected alveolar sacs [13], [15].

In mice, lung organogenesis prior to embryonic (E) day 16, during the pseudoglandular stage, mainly consists of branching morphogenesis with active proliferation of all cellular components. During the canalicular stage (E16.5–E17.5) there is active organization of the lung vascular bed, with numerous capillaries scattered throughout the abundant mesenchyme, and the airway epithelium cells change to columnar in proximal bronchioles and to cuboidal in the incipient airway saccules alveolar sacs. After E17.5, when the lung enters the saccular stage, cell proliferation declines and differentiation predominates. Overall, the sacculation process increases the efficiency of fluid absorption and prepares the gas exchange mechanism required at birth, which occurs in mice around E19, by means of significant morphogenetic changes and massive cell differentiation. During this period, a high proportion of distal lung epithelial cells flatten, thin out and spread to form postmitotic type I alveolar cells, while a minority remain cuboidal, acquire surfactants, and differentiate into type II cells. The distal saccular septa become thinner due to a reduction in mesenchymal cells, and the loose network of capillaries coalesces with type I cells by fusion of their respective basement membranes [16]–[19]. Despite advances made in understanding prenatal mammalian lung morphogenesis, the molecular mechanisms underlying this process remain poorly understood. IGF1 and IGF1R are broadly expressed during rodent lung organogenesis, with high levels of IGF1 preferentially present in mesenchymal cells, and IGF1R mainly found in epithelial and endothelial cells [20]–[22]. We have previously shown that IGF1 deficiency in the neonatal mouse encompasses collapsed air spaces and altered distal lung septa remodeling, characterized by changes in the expression of markers for epithelial type I and type II, and endothelial pulmonary cells [23], [24]. In addition, IGF1 was found to induce epithelium and vascular maturation in late stages of mouse fetal distal lung development [25]. Nevertheless, the cellular and molecular mechanisms by which IGF1 governs this process remain to be completely elucidated.

In the present study, we examined the lungs of *Igf1^−/−^* E18.5 mouse embryos with an inbred genetic background to analyze their prenatal lung phenotype at the cellular and molecular levels. These lungs showed disproportional hypoplasia and retarded development, characterized by a disorganized extracellular matrix and dilated capillaries. A transcriptomic analysis using microarrays identified differentially expressed genes in the *Igf1^−/−^* lungs involved in diverse cellular functions and molecular pathways reflecting immature and inflamed phenotypes. Functional validation of some of these genes using embryonic lung lobes cultured *ex vivo* revealed that the transcription factors Nfib and Klf2 and the CCN matricellular proteins Cyr61 and Ctgf mediate IGF1 actions on pulmonary maturation. Thus, the mouse mutant model, in addition and in combination with the approach using cultures of explanted embryonic lungs, may prove valuable in unveiling cellular and molecular mechanisms implicated in prenatal lung maturation and elucidating the role of IGF1 in this process.

## Results

### Postnatal Mortality and Disproportional Embryonic Lung Hypoplasia in *Igf1^−/−^* Mice Backcrossed to a C57Bl/6J Genetic Background

*Igf1^+/−^* mice containing the null *Igf1* gene locus [11] were backcrossed with the inbred C57Bl/6J strain, to avoid the highly variable lung phenotype observed in the previous mixed genetic background [23], [24]. In this new colony, 100% of the homozygous *Igf1^−/−^* mice died shortly after birth due to apparent respiratory failure, contrasting to the 60% neonatal mortality observed in the previous setting [24]. In addition, the E18.5 prenatal homozygous-null embryos showed a 42% reduction in body weight (1143.5±139.8 mg in *Igf1^+/+^ vs.* 665.2±82.3 mg in *Igf1^−/−^*), which was also higher than the previous 34% reduction reported for embryos of mixed background [13], [24]. Both results demonstrate the critical effect of the mouse strain genetic background on the phenotype of *Igf1* mutants.

In *Igf1^−/−^* E18.5 embryos, the lung-to-body-weight ratio was highly reduced when compared to *Igf1* ^+/+^ controls, with a significant reduction, 50% compared to their normal littermates (Fig. 1A), demonstrating that although IGF1 functions as a general growth factor for the entire organism during the embryonic period [12], [13], its role is even more crucial for proper prenatal lung growth. In an attempt to explain the retarded growth of prenatal *Igf1^−/−^* lungs, we analyzed their cell death and proliferation rates. To compare cell death levels between genotypes, lung sections were stained with DAPI to detect nuclear integrity, but no differences were found. When we tested apoptotic levels using TUNEL (TdT-mediated dUTP nick labeling) or cleaved caspase-3 immuno-staining, neither technique revealed significant differences between genotypes (data not shown). Interestingly, despite the decline in lung size, proliferation rates in E18.5 *Igf1^−/−^* lungs were higher, as shown by proliferation cell nuclear antigen (PCNA) (*Fig. S1A–B*) and BrdU immuno-staining (data not shown). These results in apoptosis and proliferation match the previously reported in embryonic lungs of the outbred *Igf1* mutants [23]. Afterwards, we analyzed the size and proliferation rates of lungs during the early stages of lung development using an organ culture approach. After 6 h of *ex vivo* culture, the flattened E12.5 *Igf1^−/−^* lung primordia showed a significant reduction in terminal lung buds and surface as compared to normal explants (Fig. 1B–D), as well as lower incorporation rates of bromodeoxyuridine (BrdU) (Fig. 1E–F). The smaller size and reduced proliferation rates found in E12.5 *Igf1^−/−^* explanted lungs suggests that the disproportional growth retardation of prenatal E18.5 *Igf1^−/−^* lungs could be a consequence of their diminished growth rates during early stages of organogenesis.

**Figure 1:**
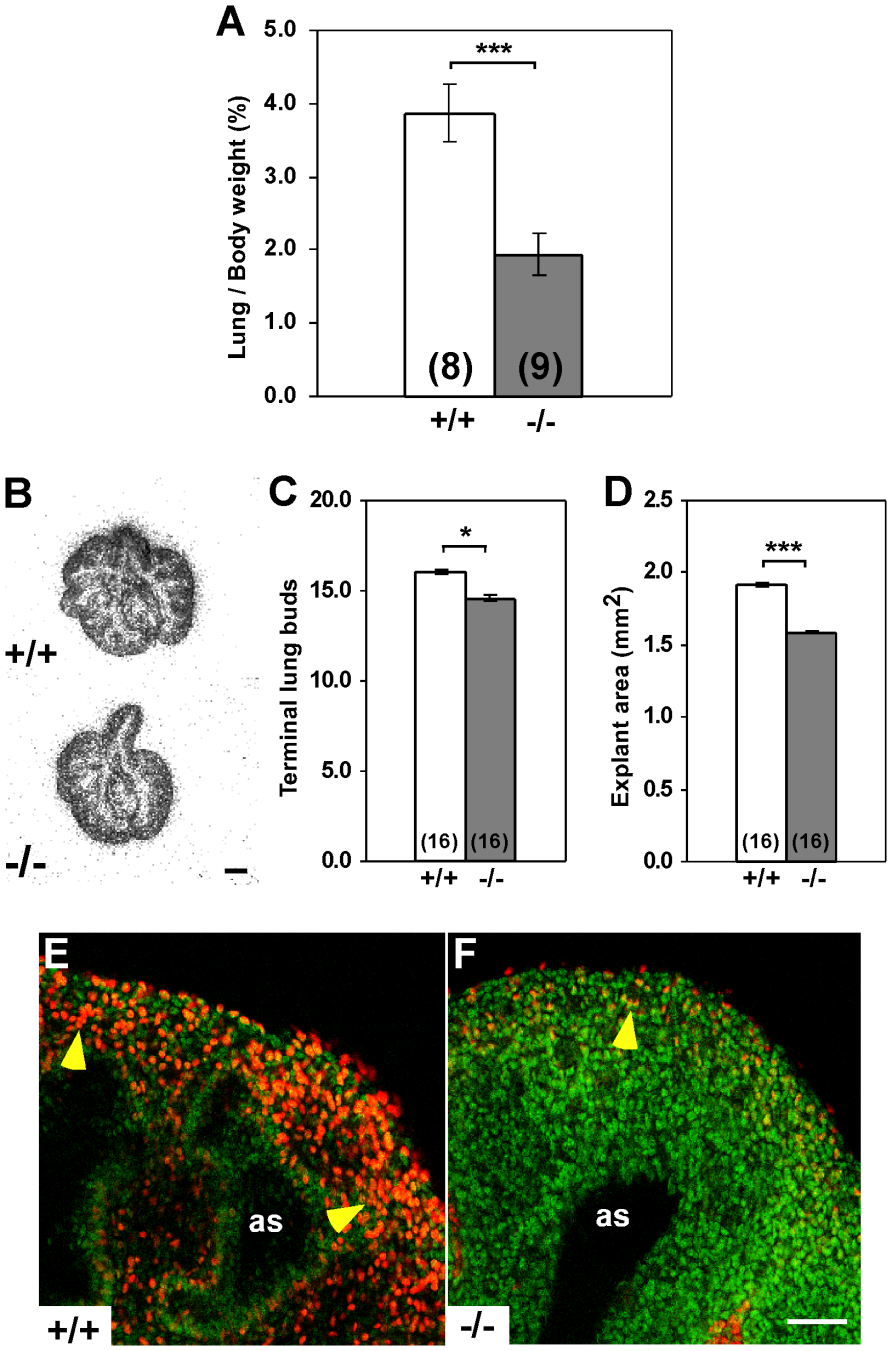
Disproportionately smaller fetal lungs in *Igf1^−/−^* mice and decreased proliferation during early pulmonary organogenesis. (**A**) Graphical representation of lung-to-body weight ratio in normal (+/+) and *Igf1^−/−^* (−/−) E18.5 fetuses (shown as mean % ± SEM). ***p<0.001 (Mann-Whitney *U* test). In parentheses, number of samples determined. Note that absence of IGF1 during embryonic development disproportionately reduces lung growth. (**B–D**) Growth deficiency in E12.5 explanted lungs after 6 h of *ex vivo* culture. Microphotographs of lung explants in (B) show a reduced number of terminal lung buds, represented in (C) (mean number ± SEM), and smaller surface, represented in (D) (mean surface ± SEM), of the *Igf1^−/−^* explants. *p<0.05; ***p<0.001 (Mann-Whitney *U* test). In parentheses, number of samples determined. (**E–F**) Cell proliferation in E12.5 explanted lungs cultured in defined medium for 48 h and pulse-chased with BrdU. Representative confocal images of whole-mount lungs analyzed from independent experiments immuno-labeled for BrdU in red (yellow arrowheads) and counterstained in green with Sytox, show more BrdU-labeled cells in *Igf1^+/+^* (E), than do *Igf1^−/−^* explanted lungs (F) (n = 5 per genotype). as, airway space. Scale bar: 250 µm in B and 30 µm in E–F.

### Delayed distal differentiation and abnormalities in extracellular matrix, smooth muscle and blood vessels in the lung of *Igf1^−/−^* mice

Detailed histological analysis of E18.5 distal lung areas showed a dense glandular appearance with reduced air spaces, poorly defined saccular septa, presence of hyaline membrane-like content filling the air spaces, and capillaries immersed in the septal mesenchyme of *Igf1^−/−^* mice (*Fig. S1C–D*), which corresponds to the results previously reported in outbred mutant mice [11], [23]. Thus, the histology of *Igf1^−/−^* lungs better resembled an earlier pseudoglandular staging rather than the expected saccular morphology that is shown by the controls. Due to the loose pulmonary histological appearance and considering the key roles played by extracellular matrix (ECM) components during lung development as well as the possible roles of IGF1 in pulmonary ECM synthesis [26], we decided to evaluate whether ECM components were altered in the embryonic *Igf1^−/−^* lungs. Immuno-fluorescence analysis of E18.5 lungs and *ex vivo* cultured E12.5 lung primordia revealed discontinuous and weaker laminin staining in the *Igf1^−/−^* lungs (Fig. 2A–D). Although no differences were found after quantification of total lung collagen contents between genotypes (data not shown), the lung collagen-staining pattern in terminal sacs septa was found to be more diffuse and disorganized in the *Igf1*-null lungs (Fig. 2E–F). Since elastin deposition was reported to be essential for alveolar septa formation and normal alveologenesis [27], we next performed elastin staining in lung sections. Elastic fiber staining in mesenchymal areas did not reveal differences between genotypes (data not shown), but the arterial walls showed a less intense staining and a looser arrangement in thinner layers of elastin in *Igf1^−/−^* E18.5 lungs (Fig. 2G–H). Additionally, we noticed a reduction in the perivascular and parabronchial smooth muscle mass in *Igf1*-null lungs, as was demonstrated with immuno-staining of actin (Fig. 2I–J). This was not an unexpected result because IGF1 has been broadly described to induce smooth muscle proliferation, differentiation and survival [28]. To visualize lung vascular abnormalities, an FITC-labeled dextran polymer solution was inoculated into the blood stream of E18.5 embryos to visualize the lung vascular network. Angiograms, obtained by projections of confocal images captured from whole mounted lungs, denoted a disorganized distribution and thicker blood vessels in the distal alveolar septa of *Igf1^−/−^* lungs (Fig. 3A–B). Cross-sections of these FITC-dextran perfused lungs showed that blood vessels in distal parenchymal septa of *Igf1^−/−^* fetuses had thick lumens and that they were scattered in the abundant mesenchyme, away from the saccular space, whereas in normal control lungs, vessels had thin diameters and were located at the periphery of septa, surrounding saccular cavities (Fig. 3C–D and *Fig. S1C–D*). Morphometric measurements of FITC-labeled blood vessel areas revealed that section surface means were indeed significantly increased in *Igf1^−/−^* mutant lungs (Fig. 3E). These results further support the hypothesis that the lack of IGF1 alters vascularization and capillary remodeling during saccular septum maturation. Collectively, all the immuno-histological data suggest a role for IGF1 as a regulator of different aspects of prenatal lung organogenesis in mice, including saccular septum differentiation, ECM deposition, smooth muscle production and capillary remodeling.

**Figure 2:**
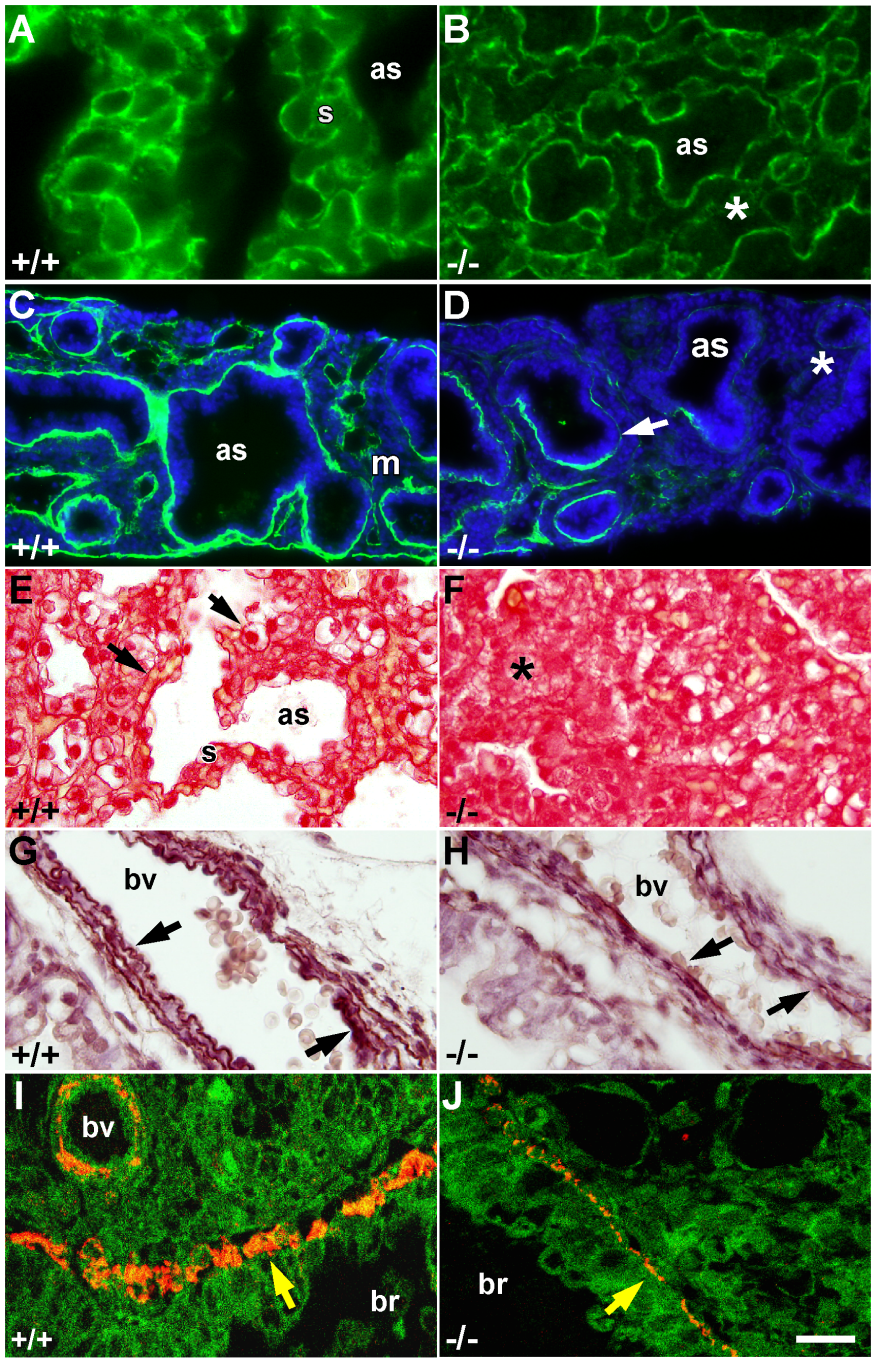
Altered extracellular matrix deposition and reduced smooth muscle actin expression in IGF1-deficient embryonic lungs. (**A–D**) Immuno-fluorescence analysis for laminin expression (green) in E18.5 embryos (A–B) (n = 4 per genotype), and E12.5 embryonic lungs cultured 96 h *ex vivo* counterstained with DAPI (blue) (C–D) (n = 3 per genotype). Cross sections of *Igf1^+/+^* lungs (+/+) show strong staining, with a regular and continuous distribution of laminin in basal membranes (A, C). In contrast, the *Igf1^−/−^* lungs (−/−) show a weaker (asterisks) or discontinuous (arrow) staining in basal membranes (B, D). (**E–F**) Collagen staining with Sirius red of E18.5 lungs. In controls (E) collagen deposition shows a well-defined and continuous fibrous reticular distribution in distal septa (arrows), while in the *Igf1^−/−^* lungs the stain is diffuse (asterisk) (F) (n = 3 per genotype). (**G–H**) Staining of elastin fibers with orcein in blood vessels of E18.5 lungs is reduced in both intensity and thickness in blood vessel walls of *Igf1^−/−^* lungs (H) (n = 4), as compared to controls (G) (n = 3) (arrows). (**I–J**) Immuno-fluorescence staining for muscle actin (monoclonal antibody clone HHF35) (red) in bronchiolar cross-sections of E18.5 lungs counterstained with Sytox (green). Thickness of bronchiolar smooth muscle is reduced in *Igf1^−/−^* lungs (J) compared to controls (I) (arrows). All images are representative of samples analyzed from independent experiments (n = 3 per genotype). as, airway space; br, bronchiole; bv, blood vessel; m, mesenchyme; s, septum. Scale bar in J corresponds to 10 µm in A–B, 50 µm in C–D and G–H, and 20 µm in E–F and I–J.

**Figure 3:**
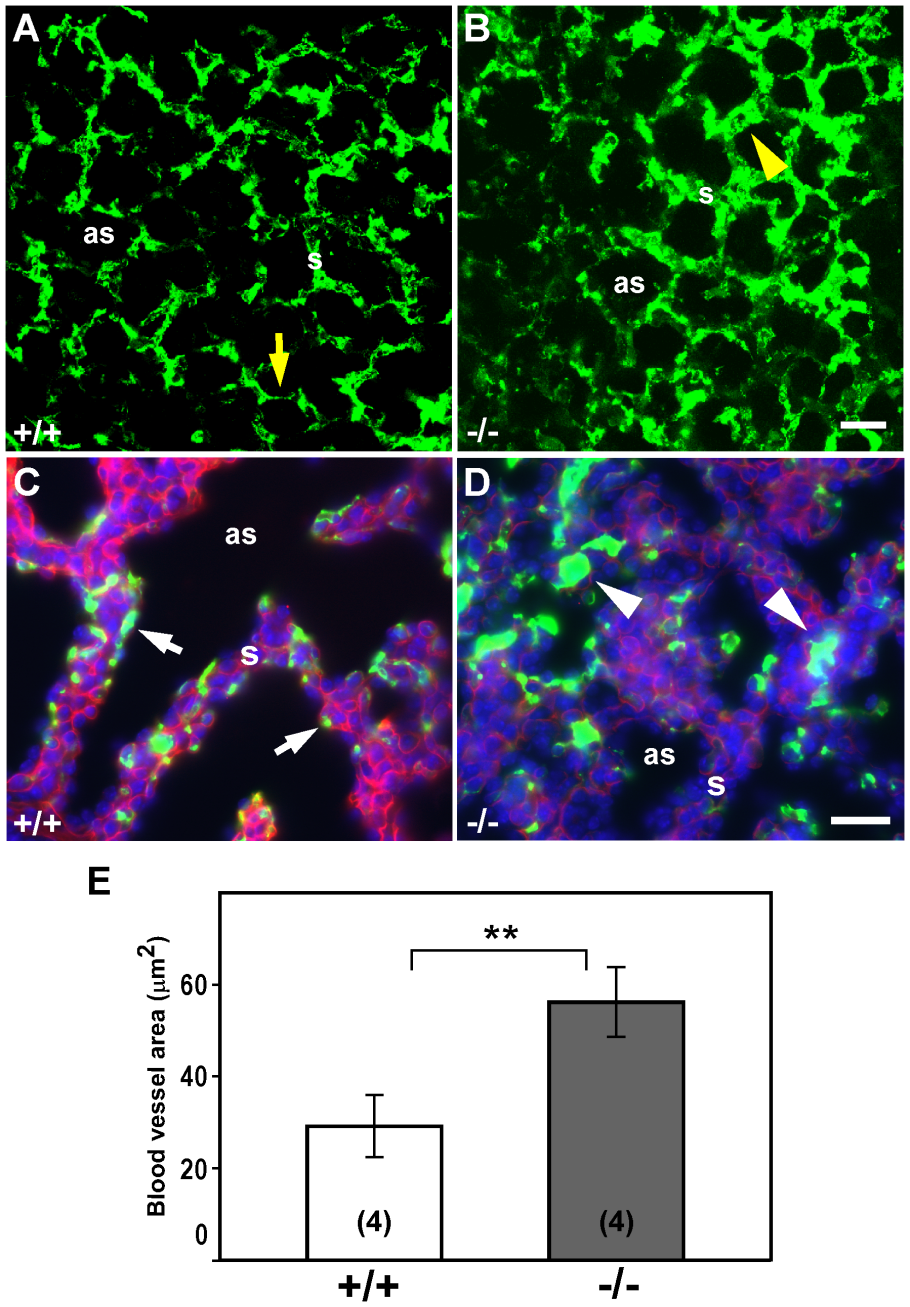
Altered lung microvasculature in E18.5 *Igf1^−/−^* embryos. Cross-sectional microphotographs of E18.5 lungs perfused with FITC-Dextran (green) to visualize the capillary network. (**A–B**) Representative three-dimensional projections of 14 consecutive 1 µm-thick confocal sections taken from whole-mounted lungs analyzed from independent experiments. Whereas in wild-type embryos (A) the fine microvasculature is normally distributed in the thin saccular septa (yellow arrow), in the *Igf1^−/−^* animals more vessels stain the thicker septa (yellow arrowhead) (B). (**C–D**) Immuno-fluorescence counter-staining with anti-laminin antibodies (red) on distal sections of FITC-Dextran perfused lungs. In *Igf1^+/+^* embryos, most of the blood vessels in the saccular septa have a thin diameter and they are located next to the saccular space (arrows in C). In the *Igf1^−/−^* lungs, the blood vessels show an increased diameter with a high proportion of them immersed in the abundant mesenchyme (arrowheads in D). Note the fainter staining of laminin in *Igf1^−/−^* lungs. (**E**) Graphic representation of the quantization of blood vessel area in both genotypes, shown as means ± SD. **p<0.01 (Mann-Whitney *U*-test). In parentheses, number of lungs evaluated. as, saccular space; s, septum. Scale bars: 25 µm in A–B and 20 µm in C–D.

### Differentially-expressed genes in E18.5 *Igf1^−/−^* mouse lungs

In order to identify genes potentially involved in IGF1 function during lung development, we analyzed global RNA gene expression profiles of *Igf1^−/−^ vs. Igf1^+/+^* in E18.5 lungs. RNA extracted from lungs with both genotypes (three independent biological replicates per genotype, n = 3) was hybridized with commercial high-density oligonucleotide microarrays. 

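Lungs of 3 *Igf1-/-* and 3 *Igf1+/+* embryos were compared at embryonic day 18.5, with 1 array for each replicate. The 3-prime expression arrays report the mRNA of a gene through 1 or more probe sets. The deposited values are RMA expression values on a log2 scale, made by the authors over these 6 lung arrays and 6 cochlear arrays together. They ran from 3.10 to 14.6, and the median over 22626 mouse probe sets was 6.86, 6.89 and 6.88 in the *Igf1-/-* lungs and 6.88, 6.88 and 6.89 in the *Igf1+/+* lungs. The lowest correlation between any pair of the 6 arrays was 0.992 and the highest 0.996. *Igf1*, the inactivated gene, had a value of 8.87, 8.99 and 9.38 in the *Igf1-/-* lungs and of 9.28, 9.85 and 9.65 in the *Igf1+/+* lungs at its brightest probe set, so that the groups overlapped. They also overlapped at 1 other probe set, and at the dimmest one they did not (6.15, 6.33 and 6.46 against 6.59, 7.12 and 6.97), where chance alone gives 10%. The place of these probe sets relative to the deleted part of the gene is not given in the sources used here, so they check little about the genotype of each array. For every probe set, the difference between genotypes was estimated with limma over all 6 arrays and p values were adjusted over all mouse probe sets by the method of Benjamini and Hochberg. A gene is said to have risen or fallen at an adjusted p under 0.10. The paper describes 3 separate RNA samples per genotype whereas the sample descriptions mention pooled lungs, and whether each array stands for 1 animal or for a pool is not settled. The number of arrays limits the precision.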

After bioinformatics analysis, statistically significant changes in gene expression occurring in lungs of both genotypes were found (data submitted to *Gene Expression Omnibus*, accession number GSE17157), and two groups of gene probe-sets were defined by setting two different levels of false discovery rate (FDR) stringency. 

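The largest differences between *Igf1-/-* and *Igf1+/+* lungs were decreases in immediate-early genes, whose transcription responds quickly to growth factors. *Fos*, a component of the AP-1 transcription factor, was 9.98-fold lower in the *Igf1-/-* lungs (n = 3 per genotype). The nuclear receptor gene *Nr4a1* was 6.13-fold lower and the zinc finger transcription factor gene *Egr1* was 5.23-fold lower. Among the increases, *Gzma*, a serine protease of cytotoxic lymphocytes, was 2.16-fold higher, and a probe set that Table S1 assigns to *Gas5* was 3.32-fold higher. At an adjusted p under 0.20, 588 of 22626 probe sets differed between genotypes, of which 222 were higher and 366 lower in the *Igf1-/-* lungs. The count was 583 with the SAM statistic, 7 with a plain comparison of the means of both groups and 2325 with arrays weighted by their quality. It was 154, 204 and 88 without *Igf1-/-* replicate 1, 2 and 3, and 107, 203 and 2888 without *Igf1+/+* replicate 1, 2 and 3.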

Establishing an FDR<0.20 we identified 566 genes, given by 640 probe-sets, with differential expression in *Igf1^−/−^* lungs with respect to controls. In this extended list, 200 genes were found to be up-regulated (35%) and 366 were down-regulated (65%), with a fold change in expression levels greater than 2.2 (*Fig. S2A* and *Table S1*). These results indicate that IGF1 acts as a regulator of lung gene expression. 

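The probe sets that passed an adjusted p of 0.20 belonged to 473 named genes, of which 190 were higher and 283 lower in the *Igf1-/-* lungs. The median fold of the probe sets was 1.36 and the smallest 1.20 (n = 3 per genotype). All 640 probe sets of Table S1 had the direction given in that table. Among them, 32 differed at least 2-fold, 5 of these being higher and 27 lower in the *Igf1-/-* lungs, and 147 differed at least 1.5-fold. An adjusted p under 0.20 was reached by 419 of them and an adjusted p under 0.10 by 120, which fell to 56, 59 and 44 without *Igf1-/-* replicate 1, 2 and 3, fell to 49 and 55 without *Igf1+/+* replicate 1 and 2, and reached 293 without *Igf1+/+* replicate 3. The study chose these probe sets on the same arrays, so their directions are not independent evidence.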

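Gene groups of several kinds differed between *Igf1-/-* and *Igf1+/+* lungs. Immediate-early genes, alveolar type I markers, endothelial markers, extracellular matrix genes and erythroid genes were among the groups that were lower in the *Igf1-/-* lungs. Granulocyte, macrophage, T and NK cell, B cell and ciliated cell genes were among the groups that were higher. Of 36 lists fixed before the data were examined, 17 were called by camera, 9 higher and 8 lower, over 12393 genes with 1 probe set each (inter-gene correlation set to 0.01). None was called with an estimated correlation, for which the lowest adjusted p = 0.136 belonged to the immediate-early genes. Other splits of the 6 arrays into 3 and 3 called up to 18 lists. With fry, which tests a list without comparing it with other genes, 4 lists were called, namely immediate-early genes, MHC class II, T and NK cells, and macrophages. From the differences in expression between both genotypes, the paper concludes that IGF1 regulates gene expression in the lung.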

Functional annotations of these 566 genes from different databases were used to perform high-throughput bioinformatics analyses using software tools. Five significant biological functions based on *GO* (*Gene Ontology*) annotations were found using the *FatyGO+* application (Fig. 4A). 

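*Flt1*, which encodes a VEGF receptor of endothelial cells, fell by 0.62 on the log2 scale in *Igf1-/-* lungs at its dimmer probe set (SE 0.10, n = 3 per genotype, adjusted p = 0.0673), while its brighter probe set had a log2 fold change of −0.03 (adjusted p = 0.872). *Vegfc*, a growth factor of lymphatic vessels, had a log2 fold change of −0.46 (SE 0.15, adjusted p = 0.283). The adjusted p of *Flt1* reached 0.25 when 1 array was left out. All 11 genes of the vascular development group of Table S2 were lower in the *Igf1-/-* lungs and 4 of them passed an adjusted p of 0.10. Of 22 genes of the organ morphogenesis group, 3 were higher and 19 lower, and 2 rose and 7 fell. Among those that rose, *Crkl* was counted at a dim probe set, while its brightest one had a log2 fold change of 0.14 (adjusted p = 0.475). Among those that fell, *Flt1*, *Vegfa* and *Wwp1* passed only at a dimmer probe set. The brightest one had −0.44 (adjusted p = 0.122) for *Vegfa* and −0.30 (adjusted p = 0.231) for *Wwp1*. Of the cell growth group, 5 genes were matched to probe sets, all of them lower, and 2 fell, while 1 further name of that group was not matched. The study chose these groups on the same arrays, which is not independent evidence of direction.

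Endothelial markers were lower as a group: 21 of 26 had a lower value in the *Igf1-/-* lungs, none rose or fell at its brightest probe set and 1, *Flt1*, fell at any, and 7 had an unadjusted p under 0.05. Camera called the list (adjusted p = 2.4e-05), and the call was lost with an adjusted p = 0.444 with an estimated correlation. The adhesion molecule *Icam2* had a log2 fold change of −0.34 and *Ramp2*, a coreceptor for adrenomedullin, one of −0.15. *Cldn5*, a tight junction protein of vessels, had −0.18 and *Calcrl*, the partner receptor of *Ramp2*, had −0.22. Adjusted over the list alone, 0 genes were higher and 0 lower. Of 9 lymphatic endothelial markers 1 fell, and 2 were higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.0997). In that list *Nrp2* had a log2 fold change of −0.24 and *Flt4*, the receptor for *Vegfc*, one of −0.07. The lymphatic list was called without *Igf1-/-* replicate 3 (adjusted p = 0.0324) and without *Igf1+/+* replicate 2 (adjusted p = 0.0456), within a range of 0.0324 to 0.335 over the 6 arrays left out, and with dim probe sets left out (adjusted p = 0.00206).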

Genes with vascular development, organ morphogenesis and cell growth annotations were mostly down-regulated. 

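*Camp*, an antimicrobial peptide of neutrophil granules, rose in *Igf1-/-* lungs by 0.83 on the log2 scale (SE 0.11, n = 3 per genotype, adjusted p = 0.0271) and the neutrophil surface protein gene *Cd177* rose by 0.54 (SE 0.09, adjusted p = 0.0665). *Rac2*, a GTPase of blood cells that was named after its values were seen, rose by 0.49 (SE 0.08, adjusted p = 0.0695). Of 22 granulocyte genes, 19 were higher in the *Igf1-/-* lungs, with 2 rising and 1 falling, and 15 higher and 2 lower when adjusted over the list alone. The list was called by camera (adjusted p = 6.27e-06) but not with an estimated correlation (adjusted p = 0.431 with an estimated correlation), nor with dim probe sets left out (adjusted p = 0.177).

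Of 28 macrophage and monocyte genes, 22 were higher, 1 rose, and 11 were higher and 1 lower when adjusted over the list alone. This list was also called (adjusted p = 0.000244, and adjusted p = 0.206 with an estimated correlation). Among its most abundant members, the receptor gene *Csf1r* had a log2 fold change of 0.32 and the signalling adaptor *Tyrobp* one of 0.36. *Ctss*, a lysosomal protease, had 0.22 and *Laptm5* had −0.01, which turned to 0.02 with the 6 arrays quantile normalized. Of 11 mast cell genes, 10 were higher and none rose or fell, with 1 at an unadjusted p under 0.05 and 0 higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.174). The mast cell protease *Cma1* had a log2 fold change of 0.29, *Gata2* one of −0.21, the receptor *Kit* one of 0.11 and *Hdc*, which makes histamine, one of 0.04. Of 25 genes matched to probe sets from the immune response group of Table S2 (*Gca* was not matched), which the study chose on these arrays and which is not independent evidence of direction, 14 were higher and 11 lower, and 2 rose and 4 fell. Of the genes in that group that rose, *Ighm* passed only at a dimmer probe set, with 0.17 (adjusted p = 0.478) at its brightest one and 0.70 (adjusted p = 0.146) at a further one. Of those that fell, *Wwp1* passed only at a dimmer probe set, with −0.30 (adjusted p = 0.231) at its brightest one. Without 1 array the adjusted p of *Camp* was at most 0.137 and that of *Cd177* at most 0.223.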

Strikingly, the group of genes with the highest gene representation corresponded to immune, defense and inflammatory response functions, most of them up-regulated. An additional group of genes with neural development annotations changed their expression to up or down in similar proportions. 

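*Cspg5*, a proteoglycan of the nervous system that was named after its values were seen, rose in the *Igf1-/-* lungs by 0.67 on the log2 scale (SE 0.08, n = 3 per genotype, adjusted p = 0.0173). Among the most abundant members of the neural and glial list, the myelin protein gene *Pmp22* had a log2 fold change of −0.24 (adjusted p = 0.374) and *Egfl8* one of 0.17 (adjusted p = 0.403). The myelin genes *Cnp* and *Mbp* had 0.10 (adjusted p = 0.744) and −0.03 (adjusted p = 0.909), and *Mbp* turned to 0.01 with arrays weighted by their quality. Of 18 genes in this list, 14 were higher in the *Igf1-/-* lungs, 1 rose, and 1 was higher and 0 lower when adjusted over the list alone. Camera called the list (adjusted p = 0.0258), and the call was lost with an adjusted p = 0.45 with an estimated correlation. It was also lost with dim probe sets left out (adjusted p = 0.967), under quantile normalization (0.0623), with the median probe set of each gene (0.054), and without *Igf1-/-* replicate 3 (0.072), *Igf1+/+* replicate 1 (0.058) or *Igf1+/+* replicate 3 (0.0504). In the neural development group of Table S2, 8 genes were higher and 6 lower, and 1 rose and 2 fell, while *Utg8* was not matched to a probe set. The study chose that group on these arrays, which is not independent evidence of direction.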

Genes included in each of these categories are listed in *Table S2*. An analysis with the *GeneCodis* application, based on *KEGG* (*Kyoto Encyclopedia of Genes and Genomics*) annotations, revealed eleven relevant molecular pathways in which IGF1-dependent genes could be participating (Fig. 4B). MAPK pathway-related genes included more than 10% of the genes assigned to significantly affected pathways. 

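*Dusp1*, a phosphatase that switches MAP kinases off, fell in the *Igf1-/-* lungs by 1.61 on the log2 scale (SE 0.16, n = 3 per genotype, adjusted p = 0.00763), a 3.06-fold lower level. A probe set that Table S1 assigns to *Map2k7*, a kinase that activates JNK, had a log2 fold change of 0.33 (SE 0.08, adjusted p = 0.175). Of the 22 genes of the MAPK group of Table S3, 10 were higher and 12 lower in the *Igf1-/-* lungs. At the probe sets of Table S1, 3 rose and 5 fell. For *Hspa8* and *Crkl*, both among those that rose, that probe set is a dim one. The brightest probe set of *Crkl* had a log2 fold change of 0.14 (adjusted p = 0.475). The study chose the group on these arrays, so its directions are not independent evidence. *Dusp1* passed an adjusted p of 0.10 with any of the 6 arrays left out.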

Less represented were the Wnt pathway- and calcium pathway-related genes. 

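Genes of the Wnt pathway differed in both directions. *Wnt7a*, a ligand made by lung epithelium, fell in the *Igf1-/-* lungs, whereas *Sfrp1*, a secreted inhibitor of Wnt ligands that was named after its values were seen, rose by 0.50 on the log2 scale at 1 probe set (SE 0.09, n = 3 per genotype, adjusted p = 0.0804), with 0.27 (adjusted p = 0.282) at its brighter one. *Ccnd2*, a cyclin of the G1 phase, had a log2 fold change of 0.42 (SE 0.10, adjusted p = 0.138). The receptor gene *Fzd4* had one of −0.27, *Ctnnb1* one of −0.03 and *Ccnd1* one of 0.05. Of 40 Wnt pathway genes, 24 were higher and 16 lower, 0 rose and 1 fell at their brightest probe set while 1 rose and 1 fell at any, and 1 was higher and 4 lower when adjusted over the list alone. Camera did not call the list (adjusted p = 0.464), whose median log2 fold change was 0.02 and whose mean was −0.01. In the Wnt group of Table S3, chosen by the study on these arrays and not independent evidence of direction, 4 genes were higher and 6 lower, and 2 rose and 2 fell. Of the 3 genes of the calcium group, 2 were higher and 1 lower, and 0 passed an adjusted p of 0.10 in limma while 1 passed 0.20.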

More than 20% of these genes were included in pathways involved in cell-cell or cell-ECM adhesion; namely, focal adhesion, cell adhesion, ECM-receptor interactions, and tight junctions. 

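In 3 of the 4 adhesion groups of Table S3, more genes were lower than higher in the *Igf1-/-* lungs. *Col4a4*, a collagen chain of basement membranes, had a log2 fold change of −0.68 (SE 0.14, n = 3 per genotype, adjusted p = 0.110). Of the 17 genes of the focal adhesion group, 5 were higher and 12 lower, and 2 rose and 4 fell. *Crkl*, among those that rose, was counted at a dim probe set, with 0.14 (adjusted p = 0.475) at its brightest one. *Flt1* and *Vegfa*, among those that fell, passed only at a dimmer probe set. The cell adhesion group had 7 higher and 3 lower genes, and 1 fell. In the ECM-receptor group 1 gene was higher and 6 were lower, and 1 fell. Of the tight junction genes 2 were higher and 4 lower, and 1 fell. These groups were chosen by the study on the same arrays, which is not independent evidence of direction.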

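MHC class II genes, which present antigens to T cells, were higher as a group in the *Igf1-/-* lungs. *H2-DMa*, which loads peptides onto class II molecules, had a log2 fold change of 0.35 (SE 0.07, n = 3 per genotype, adjusted p = 0.108) and *H2-Ab1*, a class II chain, one of 0.48 (SE 0.10, adjusted p = 0.109). *Cd74*, the invariant chain, had 0.30 (SE 0.12, adjusted p = 0.338). Of 8 genes in this list 6 were higher, 0 passed an adjusted p of 0.10 over all probe sets in limma, 5 had an unadjusted p under 0.05, and 5 were higher and 0 lower when adjusted over the list alone. The list was called by camera (adjusted p = 0.00129, and adjusted p = 0.206 with an estimated correlation) and by fry (adjusted p = 0.00917).

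Of 17 B cell genes, 16 were higher in the *Igf1-/-* lungs, 0 passed an adjusted p of 0.10 at their brightest probe set in limma, 2 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone. This list was called by camera (adjusted p = 0.00978, and adjusted p = 0.349 with an estimated correlation), but not under quantile normalization (adjusted p = 0.0878) or with a plain comparison of means (adjusted p = 0.0589). *Igll1*, a part of the pre-B cell receptor, had a log2 fold change of 0.27 and *Cd79b*, a signalling chain of that receptor, one of 0.15. *Ebf1*, a transcription factor of B cells, had −0.12. *Ighm*, the heavy chain of IgM, had 0.17 at its brightest probe set, while a dimmer probe set named after its values were seen rose by 0.65 (SE 0.11, adjusted p = 0.0649). A further probe set of *Ighm* had 0.70 (SE 0.16, adjusted p = 0.146). In Table S3, whose groups the study chose on these arrays and which are not independent evidence of direction, all 4 antigen presentation genes were higher. The 1 that rose was the chaperone gene *Hspa8*, at a dim probe set, while its brightest one had −0.02 (adjusted p = 0.956) and the MHC class II genes of the group did not pass. The leukocyte migration group had 3 higher and 2 lower genes with 1 rising and 1 falling, and the B-cell receptor group had 1 higher and 3 lower with 1 rising and 2 falling.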

Finally, genes related to antigen processing and presentation, leukocyte trans-endothelial migration and the B-cell receptor, again pathways related to immune response and inflammation functions, were also found to be significantly represented, mostly up-regulated. The genes belonging to each of these conditions are listed in *Table S3*. We further analyzed genes with an FDR<0.20 using the Ingenuity Pathways program, obtaining a unique, fused network of 68 genes organized according to their sub-cellular localization, whose main nodes correspond to genes with previously described regulatory functions (*Fig. S3*). 

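*Igf1* itself had a log2 fold change of −0.51 in *Igf1-/-* lungs at its brightest probe set (SE 0.17, n = 3 per genotype, adjusted p = 0.267). Its other probe sets had −0.42 (SE 0.16, adjusted p = 0.327) and, at the dimmest one, −0.58 (SE 0.14, adjusted p = 0.152). Of 18 genes of the IGF system, 14 were higher and 4 lower in the *Igf1-/-* lungs. This list included ligands, receptors, binding proteins and adaptors, and also held *Igf2bp1* and *Igf2bp3*. Adjusted over the list alone, 1 was higher and 3 were lower. None of the 18 genes passed an adjusted p of 0.10 in limma, although 4 had an unadjusted p under 0.05. Over the probe sets of *Igf1*, *Igf2*, their receptors, *Insr* and the binding proteins, the count past 0.10 was 0 with limma, 0 with the SAM statistic and 0 with a plain comparison of means, 1 with the replicate number as a block, 3 with arrays weighted by their quality, and 1 without *Igf1+/+* replicate 1 or without *Igf1+/+* replicate 3. Camera did not call the list (adjusted p = 0.814).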

As expected, IGF1 appeared as a node in the extracellular space that is repressed. 

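*Mmp2*, a protease that degrades basement membrane collagen, had a log2 fold change of 0.34 in *Igf1-/-* lungs (SE 0.07, n = 3 per genotype, adjusted p = 0.110) and of 0.31 at another probe set (SE 0.07, adjusted p = 0.142). The AP-1 component *Jund* had a log2 fold change of −0.48 (SE 0.09, adjusted p = 0.106) and *Fosb*, another member of that family, one of −1.43 (SE 0.38, adjusted p = 0.196). The chaperone gene *Hspa8* had a log2 fold change of −0.02 at its brightest probe set (adjusted p = 0.956).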

Additional nodes include: *VEGF, Ctgf and Mmp2* in the extracellular space, *Fn1* in the plasma membrane, *Hspa8* in the cytoplasm, and *Jun*, *JunD*, *Fos*, *Fosb*, *Egr1* and *Nr4a* transcription factors associated with nuclear functions.

**Figure 4:**
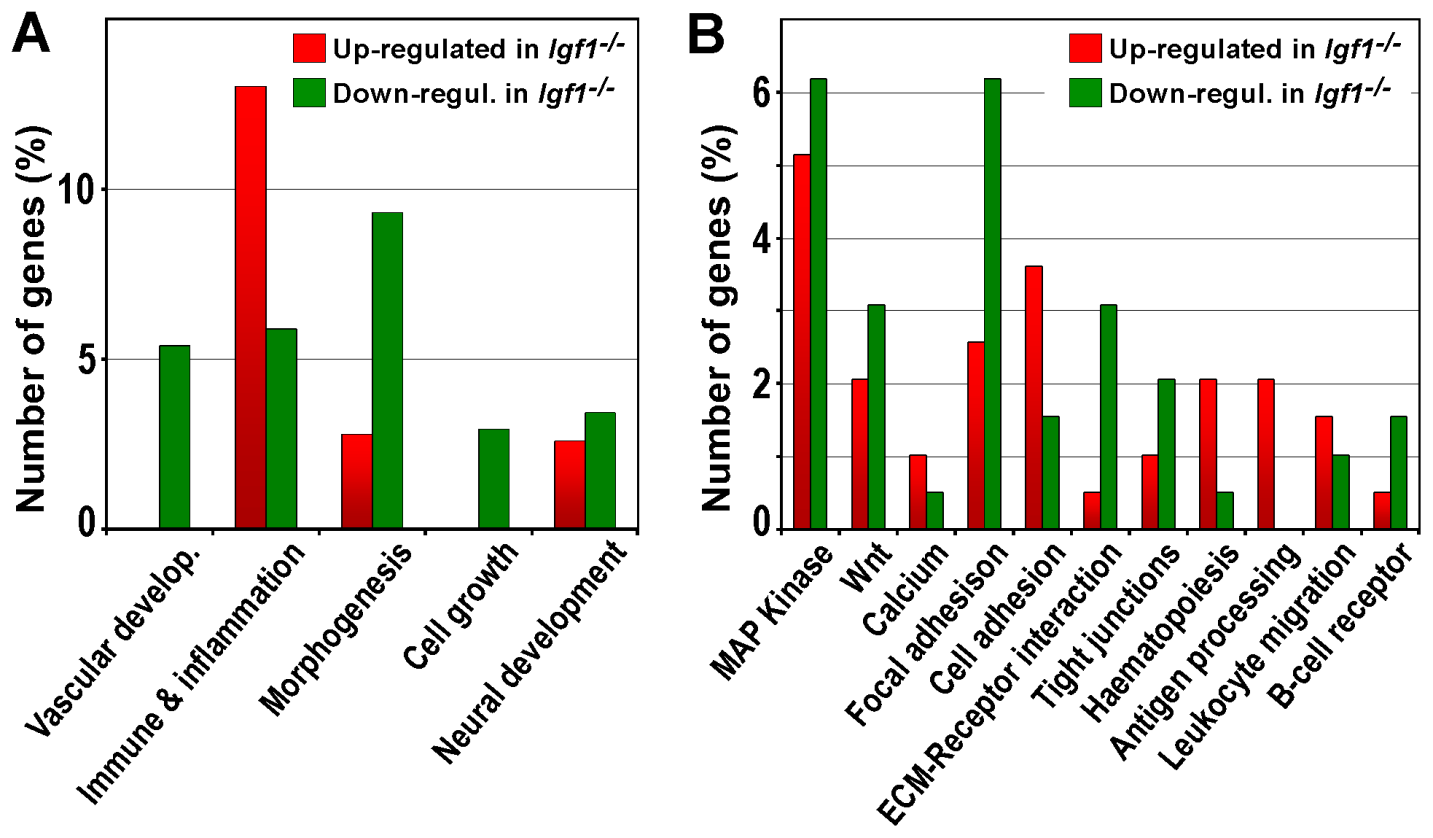
Functional annotations of IGF1-transcriptionally regulated genes obtained from RNA microarray analysis of mouse lung embryos. Analyses included differential expressed genes found in E18.5 *Igf1^−/−^* lungs with FDR<0.20. (**A**) Representation of the percentage of IGF1-regulated genes involved in biological processes classified according to either their *GO*, or (**B**) KEGG annotations. Significant biological functions (A) or molecular pathways (B) were determined using *FatiGO+* and *GeneCodis* bioinformatics applications, respectively. Bars are color-coded in red for up-regulated genes and in green for down-regulated genes. Genes included in each category of (A) and (B) are listed in *Tables S2* and *S3*, respectively.

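*Slc4a1*, the anion exchanger of red blood cells, fell in *Igf1-/-* lungs by 1.64 on the log2 scale at its brightest probe set (SE 0.09, n = 3 per genotype, adjusted p = 0.000146) and by 2.02 at a dimmer one (SE 0.16, adjusted p = 0.00179), a 4.04-fold lower level. *Junb*, a component of AP-1, fell by 1.30 (SE 0.18, adjusted p = 0.028), a 2.45-fold lower level. At an adjusted p under 0.10, 126 probe sets differed between genotypes, 37 of them higher and 89 lower in the *Igf1-/-* lungs. They belonged to 102 named genes, of which 30 rose and 72 fell. Their median fold was 1.62 and the smallest 1.31, and 27 differed at least 2-fold, 4 higher and 23 lower. Over all probe sets, the values of both genotypes did not overlap in 4077 (18.0%), where chance alone gives 10%, and an exact permutation test cannot go below p = 0.1.

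The count was 29 with the SAM statistic, 1 with a plain comparison of means, 204 with a variance trend and 628 with arrays weighted by their quality. It was 58, 63 and 45 without *Igf1-/-* replicate 1, 2 and 3, and 55, 55 and 710 without *Igf1+/+* replicate 1, 2 and 3. Of 63 named probe sets that passed, among them *Slc4a1*, 29 passed with any of the 6 arrays left out. Calls lost without *Igf1-/-* replicate 1, 2 and 3 were 22, 23 and 29, and those lost without *Igf1+/+* replicate 1, 2 and 3 were 25, 23 and 0. *Junb* reached an adjusted p of 0.138 with 1 array left out.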

When using a more stringent FDR cut-off (FDR<0.10), 59 genes (62 probe-sets) were identified as highly relevant IGF1 target genes during late lung development, all of them with a fold-change higher than 2.5 in mutant lungs as compared to controls (*Fig. S2B* and *Table S1*). A list of these genes, first organized with respect to their degree of over-expression and repression, and then subdivided into functional categories, according to *GO* annotations and published reports, is shown in *Table S4*. Of these 59 genes, 19 were up-regulated and 40 were down-regulated in *Igf1* ^−/−^ lungs. 

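The first 63 probe sets of Table S1 comprised 19 that were higher and 44 that were lower in the *Igf1-/-* lungs. Of these, 54 passed an adjusted p of 0.10 and 61 passed 0.20. The largest named increases included *Rpl12*, a protein of the large ribosomal subunit, with a 2.26-fold higher level at a dim probe set (n = 3 per genotype). They also included a dim probe set of the chaperone gene *Hspa8* with a 2.38-fold higher level, while the brightest probe set of *Hspa8* did not pass the test. Among the decreases, *Chil1*, a secreted chitinase-like protein, was 3.82-fold lower. *Rtkn2*, a marker of alveolar type I cells, was 3.19-fold lower. The study chose these probe sets on the same arrays, which is not independent evidence of their direction.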

Three of the 59 genes (*Cyr61*, *Jun/AP1* and Klf6) were represented by more than one independent probe-set detected as significant in the differential expression analyses (marked with an asterisk in *Table S4*). 

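Each of these genes was lower in the *Igf1-/-* lungs at every probe set listed for it. The matricellular protein gene *Ccn1* (*Cyr61*) fell by 2.43 on the log2 scale at its brighter probe set (SE 0.09, n = 3 per genotype, adjusted p = 2.6e-05) and by 2.55 at the other (SE 0.12, adjusted p = 5.78e-05). The AP-1 component *Jun* fell by 0.70 (SE 0.07, adjusted p = 0.00947) and by 0.75 (SE 0.09, adjusted p = 0.0172). *Klf6*, a zinc finger transcription factor, fell by 0.84 at its dimmer probe set (SE 0.11, adjusted p = 0.0182) and by 0.59 at its brightest one (SE 0.10, adjusted p = 0.0643), and had a log2 fold change of −0.71 at the other (SE 0.14, adjusted p = 0.107). When 1 array was left out, the brightest probe set of *Klf6* reached an adjusted p of 0.246, while those of *Ccn1* and *Jun* passed 0.10 with any array left out.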

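The transcription factor gene *Nfib* rose in *Igf1-/-* lungs by 0.48 on the log2 scale (SE 0.07, n = 3 per genotype, adjusted p = 0.0534) and by 0.46 at a further probe set (SE 0.08, adjusted p = 0.0794), while its 3 other probe sets had log2 fold changes of 0.20, 0.05 and −0.03 and did not pass. *Aqp5*, the water channel of alveolar type I cells, fell by 0.98 (SE 0.12, adjusted p = 0.0173) and the growth factor gene *Fgf18* fell by 0.65 (SE 0.09, adjusted p = 0.0258). Of 39 transcription factors and ligands of lung development, 20 were higher and 19 lower. Among them *Nfib* rose and *Fgf18* and the endothelial factor gene *Klf2* fell at their brightest probe set, *Vegfa* fell at another, and 2 were higher and 4 lower when adjusted over the list alone. Camera did not call this list (adjusted p = 0.299), whose median log2 fold change was 0.03 and whose mean was −0.02. The ligand gene *Wnt7a* fell by 0.59 (SE 0.07, adjusted p = 0.0173).

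*Vegfa*, a growth factor of blood vessels, fell by 0.64 (SE 0.11, adjusted p = 0.0665) at 1 probe set and had a log2 fold change of −0.44 (SE 0.10, adjusted p = 0.122) at its brightest one. *Lyve1*, a hyaluronan receptor of lymphatic vessels, fell by 0.58 (SE 0.08, adjusted p = 0.0305) and by 0.55 (SE 0.10, adjusted p = 0.091). *Dpt*, a matrix protein that binds decorin, fell by 1.11 (SE 0.13, adjusted p = 0.0134) and *Chil1* fell by 1.93 (SE 0.24, adjusted p = 0.0179). *Plat*, the tissue plasminogen activator, had a log2 fold change of −0.55 (SE 0.11, adjusted p = 0.103). *Msln*, a surface protein of the mesothelium, fell by 0.65 (SE 0.10, adjusted p = 0.0389). It was the 1 gene of 11 in the mesothelium list that fell, with 2 higher and 1 lower when adjusted over the list alone, and 6 of the 11 were higher and 5 lower. The median of that list was 0.02 and its mean −0.03, and camera did not call it (adjusted p = 0.687). Its members *Krt19*, *Cpe* and *Upk3b* had log2 fold changes of −0.09, −0.18 and 0.05. With 1 array left out, the adjusted p reached 0.195 and 0.262 for *Nfib*, 0.25 for *Vegfa*, 0.143 and 0.28 for *Lyve1*, 0.141 for *Msln* and 0.109 for *Fgf18*, while *Aqp5*, *Wnt7a*, *Dpt* and *Chil1* stayed under 0.10.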

Interestingly, some of the loci were reported to be specifically involved in lung organogenesis (*Nfib*, up-regulated; and *Klf2*, *Fgf18* and *Aqp5*, down-regulated) [29]–[32], whereas others played a more general function in tissue development (*Wnt7a* and *Klf6*, repressed) [17], [33], were related to vasculogenesis (*Cyr61*, *Ctgf*, *Vegfa*, and *Xlkd1*, repressed) [34]–[37] or to cell adhesion and ECM deposition (*Plat*, *Dpt*, *Chi3l1*, *Itgb6* and *Msln*, repressed) [38], [39]. Changes in mRNA expression of these groups of genes in *Igf1^−/−^* lungs further support involvement of IGF1 in controlling pulmonary organogenesis. 

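Probe sets of several ribosomal protein genes rose in the *Igf1-/-* lungs. *Rps9* rose by 0.86 on the log2 scale (SE 0.08, n = 3 per genotype, adjusted p = 0.00371) and *Rps10* rose by 0.87 (SE 0.09, adjusted p = 0.00763), both at dim probe sets. The brightest probe sets of these genes had log2 fold changes of −0.00 (adjusted p = 0.985) and 0.07 (adjusted p = 0.703). *Rpl12* rose by 1.17 (SE 0.15, adjusted p = 0.0199), also at a dim probe set, with a mean of 7.15 in the *Igf1-/-* lungs and 5.97 in the *Igf1+/+* lungs. Probe sets that Table S1 assigns to *Gas5*, which hosts small nucleolar RNAs, and to *Rpl30* rose by 1.73 (SE 0.14, adjusted p = 0.00179) and by 0.96 (SE 0.11, adjusted p = 0.0104). That of *Rpl30* was dim as well, with a mean of 5.89 in the *Igf1-/-* lungs and 4.93 in the *Igf1+/+* lungs. The brightest probe set annotated to *Gas5* had a log2 fold change of 0.16 (adjusted p = 0.541). Also at dim probe sets, the chaperone gene *Hspa8* rose by 1.25 (SE 0.14, adjusted p = 0.0134) and *Ybx1*, which encodes an RNA-binding protein, rose by 0.87 (SE 0.10, adjusted p = 0.0134). The brightest probe set of *Ybx1* had a log2 fold change of −0.04 (adjusted p = 0.869).

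Among the chaperones, 13 of 27 genes were higher and 14 lower, 0 passed an adjusted p of 0.10 at their brightest probe set in limma, 3 had an unadjusted p under 0.05, and 0 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.603, lower by camera and higher by fry, with a median of −0.02). *Hsp90aa1*, *Cct4* and *Hspa5* had log2 fold changes of 0.18, 0.02 and −0.02, and *Cct4* turned to −0.00 with arrays weighted by their quality.

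*Cox7c*, a subunit of cytochrome c oxidase, rose by 0.83 (SE 0.11, adjusted p = 0.0271), with a log2 fold change of 0.40 (SE 0.09, adjusted p = 0.135) at another probe set. Both probe sets were dim, with means of 6.17 and 4.43 in the *Igf1-/-* lungs and of 5.34 and 4.03 in the *Igf1+/+* lungs. Of 77 genes of oxidative phosphorylation, 50 were higher and 27 lower, 1 rose, and 1 was higher and 0 lower when adjusted over the list alone, and camera did not call the list (adjusted p = 0.814). In it *Atp5d* had a log2 fold change of 0.09, *Cox4i1* one of 0.06, *Atp5b* one of 0.05 and *Cox6b1* one of 0.04. *Bdh1*, a mitochondrial enzyme of ketone body metabolism, had 0.10 (SE 0.08, adjusted p = 0.634). *Upk3a*, a uroplakin, rose by 0.86 (SE 0.11, adjusted p = 0.0179), and *Pcsk6*, a proprotein convertase, had 0.49 (SE 0.10, adjusted p = 0.110).

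Among the genes that fell, *Scgb3a1*, a secretoglobin of airway epithelium, decreased by 1.40 (SE 0.17, adjusted p = 0.0161) and *Btg2*, an inhibitor of proliferation, by 0.72 (SE 0.12, adjusted p = 0.0577) and 0.84 (SE 0.10, adjusted p = 0.0173). The calcium-binding protein gene *S100a14* fell by 0.76 (SE 0.08, adjusted p = 0.00701), and *Rcan1*, an inhibitor of calcineurin, had a log2 fold change of −0.41 (SE 0.09, adjusted p = 0.113). *Fech*, which inserts iron to form heme, fell by 0.81 at its dimmer probe set (SE 0.13, adjusted p = 0.0534), with −0.46 (adjusted p = 0.106) at its brighter one. *Aldh1l1*, an enzyme of folate metabolism, fell by 0.63 (SE 0.11, adjusted p = 0.0772). With 1 array left out, the adjusted p reached 0.102 for *Rpl12*, 0.107 for *Cox7c*, 0.176 for 1 probe set of *Btg2*, 0.19 for *Fech* and 0.25 for *Aldh1l1*.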

Other groups of differentially expressed genes with an FDR<0.10 were linked to different specific cellular functions and/or sub-cellular compartments such as protein biosynthesis and ribosome components (*Gas5*, *Rpl30*, *Rps9*, *Rps10* and *Rpl12*, up-regulated) [40], [41], integral to the ER membrane (*Pcsk6*, and *Upk3a*, up-regulated) [42], mitochondrial enzymes (*Cox7c* and *Bdh*, up-regulated) [43], calcium metabolism (*S100a14* and *Dscr*, repressed) [44], anti-proliferative and tumor suppressors (*Scgb3a1 and Btg2*, repressed) [45], [46], chaperoning, stress response and MAPK signaling (*Hspa8*, *Nsep1* and *Map2k7*, up-regulated; *Fos*, *Nr4a1*, *Jun*, *Dusp1* and *Egr1*, down-regulated) [47]–[52], and other metabolic enzymes (*Pnpo*, *Fech* and *Fthfd*, repressed) [53]. Changes in RNA levels of these genes in *Igf1^−/−^* fetal lungs clearly indicate that IGF1 is a canonical growth factor for proper lung size development. Again, several genes known to be involved in immune/defense responses (*H2-Aa*, *Gzma*, and *Slfn1*, up-regulated; *Lcn2*, *Kitl* and *Zfp36*, down-regulated) [54]–[57] drew our attention, supporting the notion that a lack of IGF1 in the lung may result in increased levels of immunological response genes. 

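*Gzma*, the granzyme of cytotoxic lymphocytes, rose in the *Igf1-/-* lungs by 1.11 on the log2 scale (SE 0.15, n = 3 per genotype, adjusted p = 0.0271). *Slfn1*, which is expressed in T cells, rose by 0.68 (SE 0.13, adjusted p = 0.097). *H2-Aa*, a chain of MHC class II, had log2 fold changes of 0.66 (SE 0.13, adjusted p = 0.107) and 0.44 (SE 0.11, adjusted p = 0.18). *Lcn2*, which sequesters bacterial siderophores, fell by 0.90 (SE 0.15, adjusted p = 0.0586). *Zfp36*, which destabilizes mRNAs of cytokines, fell by 0.89 (SE 0.12, adjusted p = 0.0271). *Kitl*, the ligand of the receptor Kit, fell by 0.75 at its dimmest probe set (SE 0.13, adjusted p = 0.0673), with −0.52 (adjusted p = 0.129) at its brightest one and −0.47 (adjusted p = 0.184) at a further one.

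Of 25 T and NK cell genes, 21 were higher and 4 lower, 1 rose, and 5 were higher and 0 lower when adjusted over the list alone. The 25 include *Spic*, which is not a T or NK cell gene, and the list was not tested without it. Camera called the list (adjusted p = 0.000561, and adjusted p = 0.206 with an estimated correlation), and fry called it too (adjusted p = 0.0417). The T cell receptor component *Cd3e* had a log2 fold change of 0.30, the kinase *Zap70* one of 0.16, the coreceptor *Cd4* one of 0.13 and the granzyme *Gzmb* one of −0.09. Of 34 interferon response genes, 18 were higher and 16 lower, 1 rose, and 4 were higher and 1 lower when adjusted over the list alone. That list was not called (adjusted p = 0.673), except without *Igf1+/+* replicate 1 (adjusted p = 0.0031, with a range of 0.0031 to 0.736 over the 6 arrays left out). Among its most abundant genes *Samhd1* had −0.15, *Ifitm3* 0.11, *Bst2* −0.13 and *Iigp1* 0.11, which turned to −0.01 with arrays weighted by their quality. With 1 array left out, the adjusted p reached 0.122 for *Gzma*, 0.251 for *Slfn1*, 0.208 for *Lcn2*, 0.111 for *Zfp36* and 0.25 for *Kitl*.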

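*Mkrn1*, a ubiquitin ligase, fell in *Igf1-/-* lungs by 0.95 on the log2 scale (SE 0.13, n = 3 per genotype, adjusted p = 0.0271) and by 1.03 at another probe set (SE 0.17, adjusted p = 0.0673). A further probe set had a log2 fold change of −0.55 (SE 0.11, adjusted p = 0.104), while the brightest one had −0.10 (adjusted p = 0.692). The linker histone gene *H1f2* fell by 0.62 (SE 0.08, adjusted p = 0.0196). *Zfyve21* fell by 0.85 at its dimmer probe set (SE 0.11, adjusted p = 0.0173), with −0.65 (adjusted p = 0.142) at its brighter one. The probe set that Table S1 assigns to *1200016E24Rik* fell by 0.75 (SE 0.11, adjusted p = 0.0369). *Ms4a4d* had a log2 fold change of −0.65 (SE 0.17, adjusted p = 0.177) and *Pdlim5*, which encodes a protein of the cytoskeleton, one of −0.32 (SE 0.10, adjusted p = 0.244). In the other direction, a probe set of *6030458C11Rik* rose by 0.72 (SE 0.08, adjusted p = 0.00923), with 0.07 (adjusted p = 0.718) at its brightest one. With 1 array left out, the adjusted p reached 0.11 and 0.214 for *Mkrn1*, 0.102 for *H1f2* and 0.152 for the *1200016E24Rik* probe set.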

Finally, eleven differentially expressed genes catalogued with other/unknown functions, were found repressed in *Igf1^−/−^* lungs.

We validated the gene signature obtained using microarrays by alternative experimental approaches in a different collection of samples. First, we performed a quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR) on a subset of the 59-gene signature (set with FDR<0.10), consisting of 27 using RNAs from a different collection of samples (n = 4 per genotype). The qRT-PCR signals of those 27 loci, relative to the signal of ß*2-microglobin/Arbp* used as an internal control, were included in *Table S4*. All the changes obtained by qRT-PCR matched the results observed by the microarrays in terms of “up-regulation” or “down-regulation” of the corresponding genes, although some discrepancies were noted in the quantitative extent of the gene expression alterations. In all cases differences in gene expression levels between genotypes were statistically significant, as specified in *Table S4*. Expression of three additional repressed genes with FDR between 0.10 and 0.20, namely *Fn*, *Icam1* and *Atf3*, was also verified by qRT-PCR (*Table S5*). These genes were chosen based on their previously reported role in lung development: Fn1 has been implicated in lung branching morphogenesis [58], Icam1 expression was described in endothelial and alveolar type I epithelial cells [32], and the immediate-early response transcription factor, Atf3, implicated in lung injury recover [59], also mediates p38 MAPK signaling, an enzyme extensively involved in lung morphogenesis and differentiation [60]–[62].

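On the arrays, the stress-responsive transcription factor gene *Atf3* fell in the *Igf1-/-* lungs by 1.17 on the log2 scale (SE 0.19, n = 3 per genotype, adjusted p = 0.0589). *Icam1*, an adhesion molecule that binds leukocytes, fell by 0.54 (SE 0.09, adjusted p = 0.0665). Leaving out 1 array brought their adjusted p to at most 0.222 and 0.225.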

mRNA microarray data of *Igf1^−/−^* lungs revealed changes in gene expression levels which were validated at the protein level using immunoblotting of whole lung extracts to test for certain regulatory proteins, especially transcription and growth factors. We chose proteins that were either previously implicated in lung organogenesis or identified with functions regulated by IGF1, such as the transcription factors Nfib, Klf2, Egr1 and c-jun, and the matricellular proteins Cyr61/CCN1/Igfbp10 and Ctgf/CCN2/Igfbp8 [30], [63]–[68]. We observed significantly increased protein levels of Nfib and significantly decreased levels of Klf2, Egr1 and Ctgf in the *Igf1^−/−^* lungs, all of which correlated to their changes in mRNA levels. However, c-Jun and Cyr61 protein levels did not change to match their reduced mRNA levels in the *Igf1^−/−^* lungs (Fig. 5A–B). 

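At the mRNA level on the arrays, the transcription factor gene *Nfib* had a log2 value of 11.03 ± 0.05 (SD, n = 3) in *Igf1-/-* lungs and 10.55 ± 0.06 (SD, n = 3) in *Igf1+/+* lungs. *Klf2*, a transcription factor of endothelium and lung, had 9.30 ± 0.07 and 10.37 ± 0.07, and *Egr1* had 8.00 ± 0.26 and 10.39 ± 0.58. The matricellular protein gene *Ccn2* (*Ctgf*) had 9.70 ± 0.05 in *Igf1-/-* lungs and 10.53 ± 0.15 in *Igf1+/+* lungs, where it was 1.78-fold higher.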

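The mRNA of *Jun* on the arrays had a log2 value of 9.86 ± 0.04 (SD, n = 3) in *Igf1-/-* lungs and of 10.56 ± 0.07 (SD, n = 3) in *Igf1+/+* lungs, a 1.63-fold lower level without IGF1. *Ccn1* (*Cyr61*) mRNA had 8.91 ± 0.14 and 11.34 ± 0.09, a 5.40-fold lower level.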

Nfib expression was further evaluated by immuno-staining of *Igf1^−/−^* lung sections. Nuclear expression of Nfib, mostly observed in subsets of mesenchymal cells and smooth muscle cells surrounding bronchioles and arterioles of normal lungs (Fig. 5C) as previously reported [29], displayed a similar pattern in the highly abundant mesenchymal cells of *Igf1^−/−^* lungs (Fig. 5D). Altogether, these data contribute to our understanding of the molecular basis of delayed lung maturation in the context of IGF1-deficiency, where IGF1 affects the expression of key regulatory genes in lung organogenesis.

**Figure 5:**
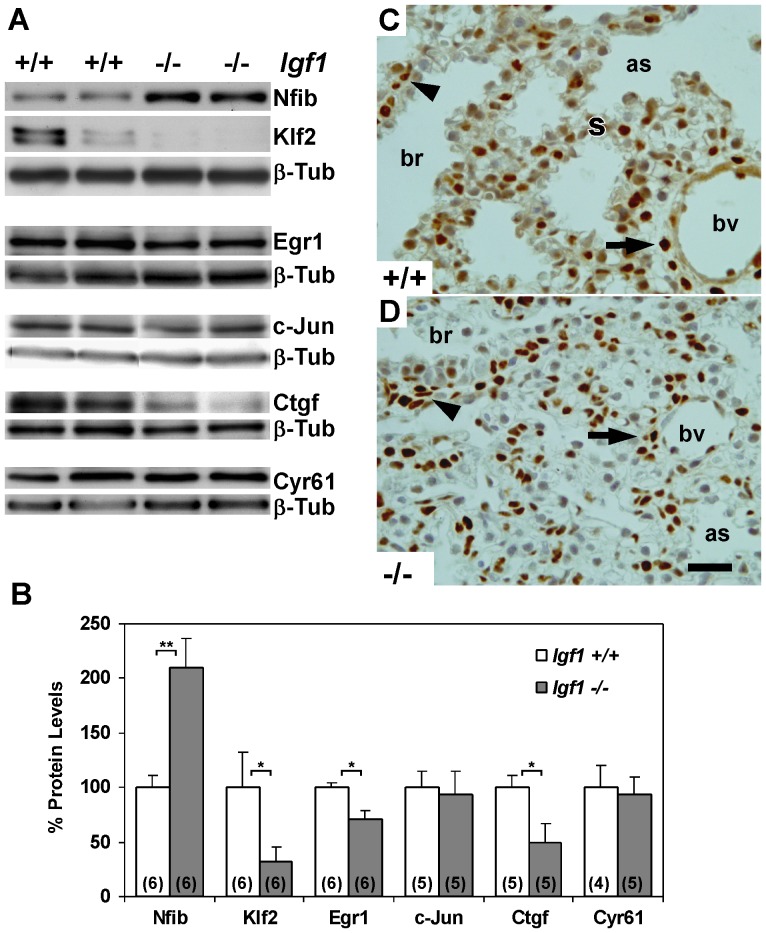
Protein levels of selected regulatory genes found with differential expression in microarrays of RNA. (**A**) Representative Western blots for Nfib, Klf2, Egr1 and c-Jun transcription factors as well as Ctgf and Cyr61 matricellular growth factors in E18.5 *Igf1^+/+^* and *Igf1^−/−^* lungs. β-Tubulin was used as a loading control. (**B**) Graphical representation of densitometric measurements of specific band signals after total protein loading normalization with ß-Tubulin. *Igf1^+/+^* relative values were taken as 100%. In parentheses, number of samples determined. Increased levels of Nfib in *Igf1^−/−^* lungs were statistically significant (**p<0.01), and decreased levels of Klf2, Egr1 and Ctgf were also found to be significant (*p<0.05) (Mann-Whitney *U*-test). (**C–D**) Representative immuno-staining for Nfib in lung cross-sections analyzed from independent experiments. Note high levels of Nfib nuclear expression in subsets of mesenchymal cells surrounding blood vessels (arrows) and bronchioles (arrowheads), more evident and with a flattened morphology in *Igf1^−/−^* (n = 4) than in *Igf1^+/+^* (n = 3) lungs. as, saccular space; br, bronchiole; bv, blood vessel; ß-Tub, ß-Tubulin; s, septum. Scale bar: 20 µm.

### Expression of IGF System Genes and Activation of their Signaling Mediators in the *Igf1^−/−^* Lungs

To determine if the lack of IGF1 alters the expression of IGF system genes at the mRNA level, we analyzed the expression of *Igf2*, *Igf1r*, *Igf2r*, *Insr* (splice variants A and B), *Igfbp2*, *Igfbp4* and *Igfbp6*, in a different set of *Igf1^+/+^* and *Igf1^−/−^* E18.5 lungs (n = 4 per genotype) using qRT-PCR. With the exception of *Igfbp2*, which showed a minor, but significant reduction (0.8-fold in *Igf1^−/−^* respect to WT), none of the other genes showed significant differences in transcript levels between genotypes (Fig. 6A). These results concur with the expression profiling results obtained using microarrays, where none of these genes were differentially expressed.

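On the arrays, *Igf2*, the other growth factor of the family, had a log2 fold change of 0.52 in *Igf1-/-* lungs at its brightest probe set (SE 0.14, n = 3 per genotype, adjusted p = 0.202). The receptor genes *Igf1r*, *Igf2r* and *Insr* had log2 fold changes of 0.05 (adjusted p = 0.857), 0.04 (adjusted p = 0.856) and 0.14 (adjusted p = 0.456). The binding protein genes *Igfbp2* and *Igfbp4* had 0.06 (adjusted p = 0.922) and 0.13 (adjusted p = 0.604), and *Igfbp6* had −0.35 (SE 0.13, adjusted p = 0.311). Of these 7 genes 6 were higher and 1 was lower, 1 was higher and 1 lower when adjusted over the list alone, and 2 had an unadjusted p under 0.05. None of their 16 probe sets passed an adjusted p of 0.10 in limma, and camera did not call the group (adjusted p = 0.464).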

**Figure 6:**
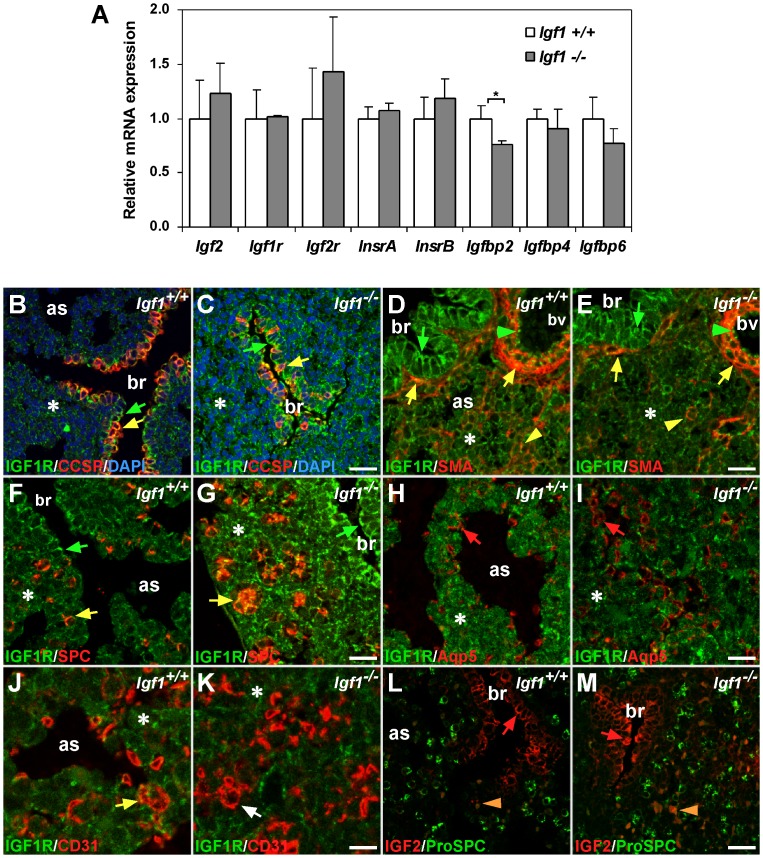
Expression of IGF system genes in the E18.5 lung. (**A**) mRNA expression levels of *Igf2, Igf1r, Igf2r, Insr* (splice variants A and B), *Igfbp2*, *Igfbp4* and *Igfbp6* analyzed by qRT-PCR in *Igf1^+/+^* and *Igf1^−/−^* lungs (n = 4 per genotype). *Gapdh* was the endogenous control gene. Only *Igfbp2* mRNA levels were significantly reduced in *Igf1^−/−^* lungs (*p<0.05) (Mann-Whitney *U*-test), however note the slightly increased *Igf2*, *Igf1r*, *Igf2r*, *InsrA* and *InsrB* and slightly reduced *Igfbp4* and *Igfbp6* mRNA mean levels in *Igf1^−/−^* lungs. (**B–K**) Immuno-staining of IGF1R (green labeling) counterstained in red with lung cell-type specific markers. IGF1R staining was high in the bronchiolar epithelium (green arrows), but also found scattered throughout the distal parenchyma (asterisks). No major differences were noted between genotypes. (B–C) Bronchiolar epithelium showed strong staining for IGF1R (green arrows), with the highest levels co-localizing in CCSP^+^ Clara cells (yellow arrows). (D–E) IGF1R stained vascular endothelial cells (green arrowheads) and co-localized with SMA (smooth muscle actin, clone 1A1 antigen) in peribronchiolar and perivascular smooth muscle (yellow arrows), and in scattered cells of lung parenchyma (yellow arrowheads). (F–G) Co-stain with Pro-SPC (SPC) showed IGF1R co-localization in many type 2 pneumocytes (yellow arrows), more randomly distributed in controls (F) and with a more acinar-like organization in *Igf1^−/−^* lungs. (H–I) Type 1 epithelial cells, stained with Aqp5, did not co-stain with IGF1R (red arrows). (J–K) CD31 endothelial marker co-localized with IGF1R in some parenchymal endothelial cells of *Igf1^+/+^* lungs (yellow arrow in J), but not in *Igf1^−/−^* (white arrow in K). (**L–M**) Immuno-staining for IGF2 expression (red labeling) was positive in bronchiolar epithelial cells of both genotypes (red arrows). EDTA antigen retrieval for IGF2 caused unspecific refringent signal on red blood cells (orange arrowheads). All confocal images in B–M are representative of samples analyzed from independent experiments. as, airway space; br, bronchiole; bv, blood vessel. Scale bars: 25 µm in B–C and F–G, 17 µm in D–E and L–M, 12 µm in H–I and 8 µm in J–K.

To better understand the pulmonary phenotype of *Igf1^−/−^* mice, we compared IGF1R and IGF2 expression patterns in E18.5 lungs of control and *Igf1^−/−^* lungs by immuno-staining. We chose IGF1R as the main cell autonomous mediator of IGF1 action, and IGF2 as the alternative ligand signaling through IGF1R. To identify their cellular localization, we performed immuno-co-staining with specific markers for different pulmonary cell types [17] (Fig. 6B–M). We found a ubiquitous staining for IGF1R throughout the entire control lungs, although with important differences in staining intensity among different cell compartments and cell types, as it was reported [21]. The mutant lungs showed a similar pattern, with only minor differences (Fig. 6B–K). In the proximal lung we noticed prominent staining for IGF1R in the entire bronchiolar epithelium (Fig. 6B–C, D–E and F–G). Among bronchiolar epithelial cells, the higher levels of IGF1R corresponded to Clara cells, which specifically express the Clara Cell Secreted Protein (CCSP) marker (Fig. 6B–C). Strong IGF1R staining was also found in endothelial cells of large vessels (Fig. 6D–E), co-localized with smooth muscle actin (SMA) in areas of perivascular and peri-bronchiolar smooth muscles (Fig. 6D–E). In the distal lung, IGF1R staining was found scattered throughout the entire parenchyma, co-localized with SMA-positive cells (Fig. 6D–E). IGF1R positive cells coincided with many Surfactant Protein C Precursor (ProSPC)-stained cells, a marker that identifies type 2 alveolar epithelial cells (Fig. 6F–G), but did not co-localize in cells positively stained for Aquaporin 5 (Aqp5), a type 1 pneumocyte marker (Fig. 6H–I). Interestingly, we found a frequent co-staining of IGF1R with the CD31/PECAM capillary endothelial marker in *Igf1^+/+^* lungs (Fig. 6J), a pattern that was not so evident in the *Igf1^−/−^* samples (Fig. 6K). IGF2 positive immunostaining was intense in lung bronchiolar epithelium and absent in the distal pulmonary parenchyma, with no differences between genotypes (Fig. 6L–M).

Additionally, we compared total protein content and activation levels by phosphorylation of different IGF1 signaling mediators by immunoblotting of proteins obtained from lungs of both genotypes. When we evaluated the expression of IGF1R, we did not find differences between genotypes (Fig. 7A–B). Although downstream molecular pathways for IGF1/IGF1R signaling include the canonical Akt mediator, and activation of STAT3 transcription factor, both described to be involved in lung cells and lung development [69], [70], we did not find differences in their expression or activation levels (Fig. 7A–B). An alternative recognized IGF1/IGF1R signaling mediator is the MAPK pathway, reported with implications in lung development [60], [71]–[73], and upon genes related to this pathway found to be differentially expressed in the microarray analysis of *Igf1^−/−^* lungs (Fig. 4B). Thus, when we analyzed total protein and phosphorylation levels of ERK1/2, p38 and JNK MAP kinases in lung extracts, we noticed an increase in total mean expression and phosphorylation levels of both forms of ERK, but only the level on pERK2 activation level was statistically significant (Fig. 7A–B). In addition, we did not find changes in levels of expression or activation in p38 or JNK (p46) MAP kinases (Fig. 7A–B). Altogether, these results suggest that IGF1 deficiency during embryonic development did not have compensatory effects on IGF system gene expression levels or their signaling pathway components, although this deficiency did lead to an increased activity of ERK2 MAP kinase.

**Figure 7:**
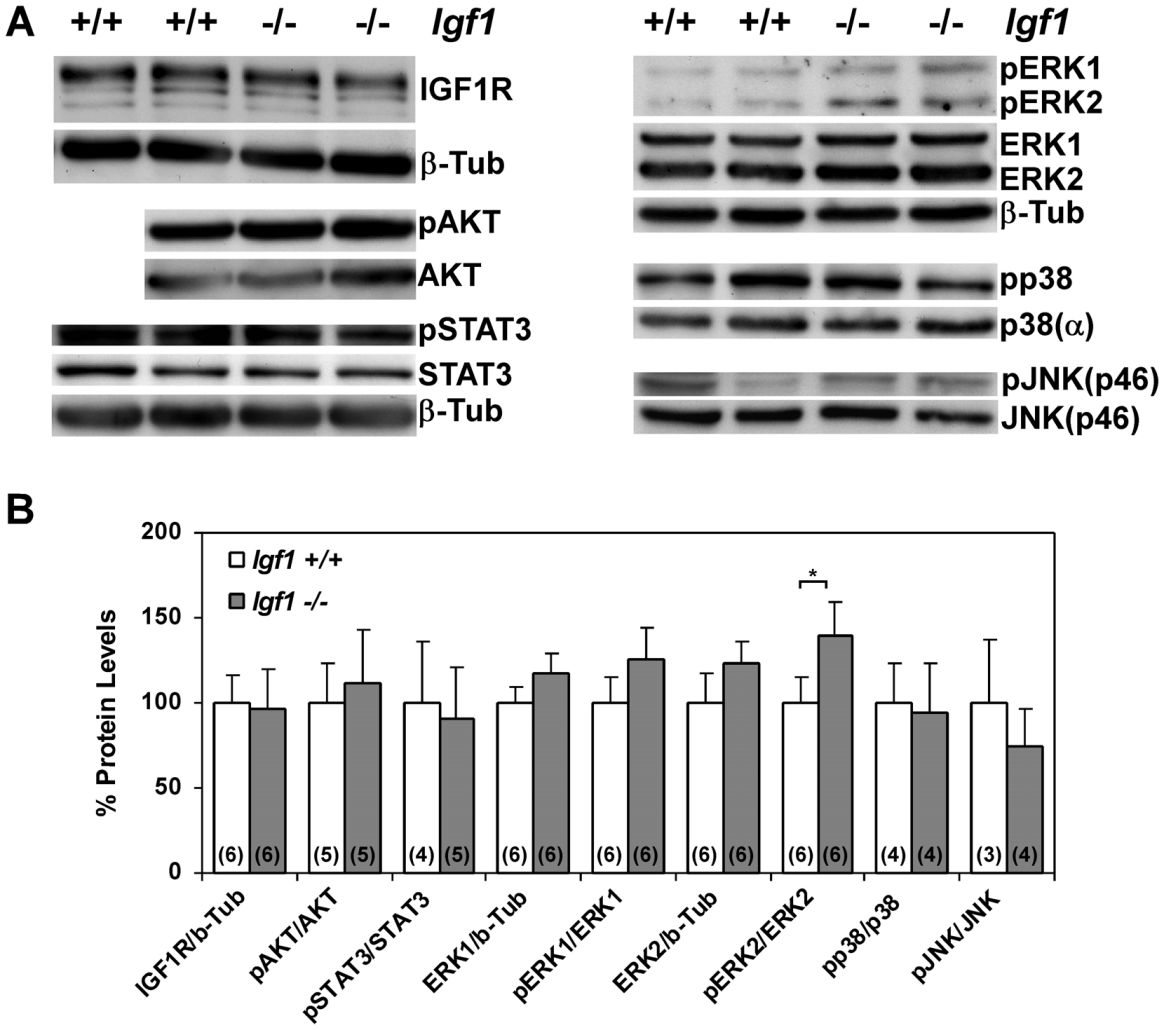
Levels of IGF signaling mediators in prenatal *Igf1^−/−^* lungs. (**A**) Representative Western blots of total protein extracts for total IGF1R, phosphor-(p)-Akt and total Akt, pSTAT3 and total STAT3, pERK1/2 and total ERK1/2, pp38 and total p38-alpha and pJNK and total JNK (p46), using two representative samples from both normal and *Igf1^−/−^* E18.5 lungs. Activation levels were determined using phosphor-specific antibodies. β-Tubulin was additionally used as a protein loading control (bottom panels). (**B**) Western blot band densitometric measurements of after total protein loading normalization, using either ß-Tubulin or total content of each protein when evaluating phosphorylation levels with phosphor-specific antibodies. *Igf1^+/+^* relative values were taken as 100%. In parentheses, number of Western blots quantified per genotype. Increased levels of pERK2 with respect to total ERK2 was found to be significant (*p<0.05) (Mann-Whitney *U*-test). ß-Tub or b-Tub, ß-Tubulin.

### IGF1 deficiency increases the presence of inflammatory markers in prenatal lungs

To investigate whether the increase in expression of immune and inflammatory genes might correspond to an accumulation of inflammatory cells in mutant lungs, we analyzed the presence of inflammatory cells in *Igf1^−/−^* lungs. Using immuno-staining for the Ly-6G/6C antigen, a cell surface marker of granulocytes and cells of myeloid lineage [74], we found a three-fold increase in the number of stained cells on the mutant lungs (Fig. 8A–C). Immunoblotting, of the T cell-specific CD3 antigen also revealed a significant increase in CD3 protein levels in the *Igf1^−/−^* lungs, pointing to an increased presence of T-cells (Fig. 8D–E). These results indicate that the lack of IGF1 during embryonic development could induce the recruitment of inflammatory cells to the lung.

**Figure 8:**
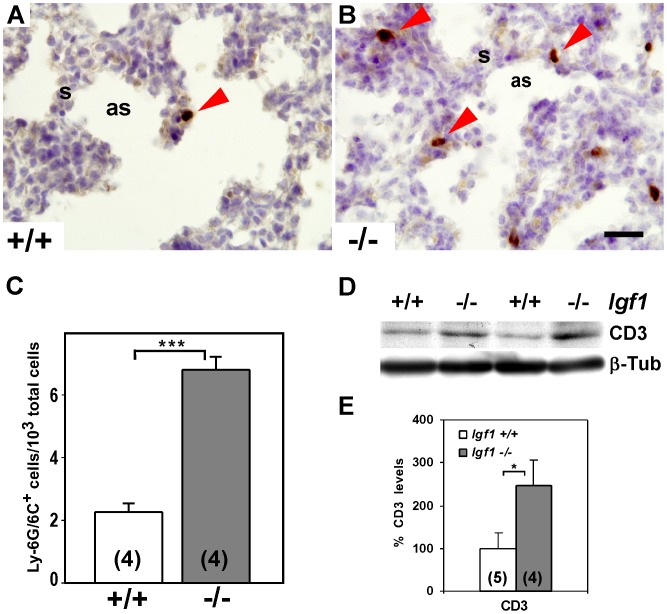
Prenatal IGF1-deficiency during lung development increases the presence of pulmonary inflammatory cells. (**A–B**) Representative immuno-staining for Ly-6G/6C (Gr1) from independent experiments in paraffin cross-sections of E18.5 lungs. *Igf1^−/−^* lungs (B) have increased numbers of cells with positive staining as compared to wild type littermates (A) (red arrowheads) (n = 4 samples/genotype). (**C**) Graph representing quantization of Gr1-positive cells in both genotypes, showing a three-fold increase in *Igf1^−/−^* lungs. Graphs represent means ± SEM. ***p<0.001 (Mann-Whitney *U*-test). (**D**) Total CD3 protein levels, a marker for T-lymphocytes, analyzed by Western blot in two samples of each genotype. (**E**) Representation of CD3 densitometric mean signal (± SEM) after total protein loading normalization with ß-Tubulin. Five (*Igf1^+/+^*) and four (*Igf1^−/−^*) different samples were used. Increased levels of CD3 were significant (*p<0.05) (Mann-Whitney *U*-test). as, saccular space; s, septum; ß-Tub, ß-Tubulin. Scale bar: 20 µm in A–B.

### IGF1 functionally rescues saccular septum maturation in *ex vivo* cultured lungs by regulating expression of Nfib, Klf2, Cyr61 and Ctgf

The *Igf1^−/−^* lung histological and molecular alterations described above are a consequence of cumulative changes due to the absence of growth factor throughout embryogenesis, and possibly counteracted by compensatory mechanisms that could partially mask the precise role of IGF1 in prenatal pulmonary organogenesis. To validate and demonstrate the direct action of this growth factor on prenatal lung organogenesis, we studied the effects of adding exogenous IGF1 to E16.5 explanted lobes of normal and *Igf1^−/−^* lungs. These explants were cultured *ex vivo* in defined medium using an experimental setup that allows E16.5 mouse lung tissue to growth at the air–liquid interface, in a similar manner as previously described [75]–[77]. Explanted lungs of both genotypes grew in culture proportionally to their original size (Fig. 9A–B). Addition of IGF1 to the medium barely changed the morphology of wild-type cultured lungs (Fig 9C). However, in *Igf1^−/−^* lungs, IGF1 induced changes in morphology by increasing the proportion of clear areas in the distal lobes (Fig. 9D). Histological analyses of the normal explants revealed immature distal clear spaces transected by thick septa that were still lined with a high proportion of cubic epithelium (Fig. 9E and inset). As expected, *Igf1^−/−^* explants showed reduced terminal spaces, barely exhibited defined distal parenchymal septa and demonstrated a poorly differentiated epithelium (Fig. 9F and inset). Addition of IGF1 to cultured wild type-lungs led distal septa to become narrowed and their epithelium to flatten (Fig. 9G and inset). Strikingly, the effects of IGF1 were heavily increased in the *Igf1^−/−^* explanted lungs, which had thinner septa (2 to 6 cells thick), scarce mesenchyme, and a reduced presence of cubic epithelial cells (Fig. 9H and inset). Positive staining for pro-SPC in a high proportion of epithelial cells organized in acinar-like structures in the non-IGF1-treated explants revealed their more immature staging (Fig. 9I–J). Addition of IGF1 reduced the proportion of cells stained for pro-SpC, and increased the proportion of pro-SpC-negative cells with flatten morphology (Fig. 9K–L). Thus, IGF1 addition to explanted lungs induced pulmonary distal parenchymal septum maturation *in vitro*, an action more obvious in *Igf1^−/−^* explants, which likely resembled the maturation stage described *in vivo* in the normal lungs at the E18.5 developmental stage (*Fig. S1C*) [23].

**Figure 9:**
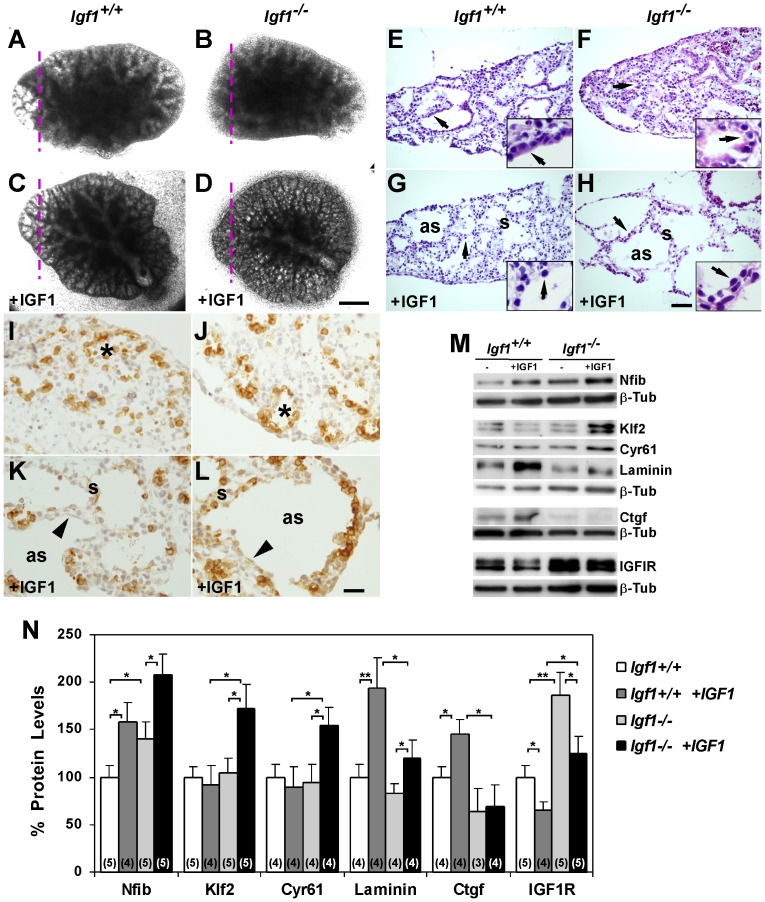
IGF1 induces alveolar morphogenesis and expression of target genes in prenatal lungs cultured *ex vivo*. E16.5 *Igf1^+/+^* and *Igf1^−/−^* lung lobes were cultured in defined medium for 96 h in the presence or absence of recombinant IGF1 (100 ng/mL). (**A–D**) Images of cultured lobes showing the effect on explant morphogenesis induced by addition of IGF1. Note the differences in morphology shown by *Igf1^−/−^* explants treated with IGF1 (D) (n = 10 per condition). Purple dashed lines indicate sectioning planes in E to L. (**E–H**) H&E staining on sections of the cultured lungs (n = 4 per condition). Untreated explants show compact tissue with undefined septa and reduced spaces mainly lined by cuboidal epithelium (arrows in E–F). IGF1 treatment opens tissue spaces, narrows septa and flattens the epithelium (arrows in G–H), with a more pronounced effect on *Igf1^−/−^* explants (H). Insets in E–H are high magnifications of lung epithelium (arrows), demonstrating that it becomes thinner and flatter in both genotypes of IGF1-treated cultures. (**I–L**) Immuno-histochemical staining for Pro-SPC on lung explants. The high proportion of cubic positive cells lining the reduced aerial spaces in non IGF1-treated explants (asterisks in I–J), decrease in proportion in the epithelium of IGF1-treated tissues (arrowheads in K–L) (n = 2 per condition). All images in A–L are representative of samples analyzed from independent experiments. (**M**) Immunoblots for IGF1 target gene expressions in explanted lungs. (**N**) Densitometric representation of gene expression levels after total protein loading normalization with ß-Tubulin (ß-Tub). In parentheses, quantified Western blots. IGF1 addition to explants increased levels of Nfib and laminin in lungs of both genotypes, Ctgf in *Igf1^+/+^*explants, and Klf2 and Cyr61 in *Igf1^−/−^* samples, but it reduced levels of IGF1R in both genotypes. (*p<0.05; **p<0.01) (Mann-Whitney *U*-test). as, air space; s, septum. Scale bar corresponds to 500 µm in A–D; 50 µm in E–H, and 7 µm in their insets; 20 µm in I–L.

Next we checked if *in vitro* IGF1 action on the explanted lungs induced changes in expression levels of the genes that we proposed above as candidate targets of IGF1 action during lung organogenesis. When we analyzed Nfib, Klf2, Ctgf and Cyr61 protein levels bound to laminin in the cultured lungs, we found that exogenous IGF1 elicited different results depending on the gene analyzed (Fig. 9M–N). When we cultured explants without IGF1 we only found significant increased levels of Nfib in the *Igf1^−/−^* explants respect to the *Igf1^+/+^*, although there were no differences for Klf2, Cyr61, laminin and Ctgf (Fig. 9M–N). It is noteworthy that this increase in Nfib reflects the results found in E18.5 native lungs (*Table S4* and Fig. 5). Addition of exogenous IGF1 to *Igf1^+/+^* explants elicited a significant increase in the expression of Nfib, laminin and Ctgf, but did not change levels in Klf2 and Cyr61. In contrast, in *Igf1^−/−^* cultured lungs all proteins, with the exception of Ctgf, had significantly increased levels after addition of IGF1 (Fig. 9M–N). When we looked for Nfib immuno-localization in the cultured lungs, we noticed that in the IGF1-untreated explants the Nfib-positive cells were randomly distributed in the tissue, preferentially in the mesenchymal compartment (*Fig. S4A–B*). Interestingly, in the IGF1-treated tissues, cells with a stronger signal for Nfib mainly aligned under the epithelium, a pattern better noticed in the *Igf1^−/−^* explants (*Fig. S4C–D*). Independently of whether exogenous IGF1 was added, IGF1R protein levels were significantly higher in *Igf1^−/−^* cultured lungs than in *Igf1^+/+^* ones. The addition of IGF1 caused a reduction in IGF1R expression in explants of both genotypes, probably due to feedback inhibition, as previously reported in other biological systems (reviewed in [78]). Taken together, these results further support the idea that IGF1 induces distal lung prenatal maturation, which acts on epithelial and mesenchymal cells by regulating gene expression of transcription factors Nfib and Klf2 and matricellular proteins Cyr61 and Ctgf.

## Discussion

We studied IGF1 function during embryonic pulmonary organogenesis by analyzing the lung phenotype of the *Igf1^−/−^* mouse in a C57Bl/6J background. For this aim we compared distinct features of *Igf1^−/−^* and *Igf1^+/+^* prenatal lungs: i) histopathology; ii) pulmonary transcriptome changes and their validation at the protein level on selected regulatory genes as possible targets of IGF1 action; iii) expression of IGF-system genes; and iv) histopathological and molecular effects of exogenous IGF1 on *ex vivo* explanted lungs. This study allowed us to identify molecular pathways and novel regulatory genes in which IGF1 is involved during mouse lung embryonic development.

In mice, prenatal lung maturation is strain dependent, as demonstrated by Xu *et al.* who compared transcriptomic expression patterns in C57Bl/6J and A/J mice [79], and it would explain why *Igf1^−/−^* mice have a highly variable pulmonary phenotype in mixed genetic backgrounds [23], [24]. The new C57Bl/6J inbred background had beneficial consequences which unified and emphasized their lung phenotype, and led us to investigate additional aspects of IGF1 function during pulmonary organogenesis. It is feasible that the uniform maturation delay shown by *Igf1^−/−^* embryonic lungs in this new genetic context contributes to increasing their mortality at birth and further corroborates that the *Igf1* mutation in mice is dependent on the genetic background and causes higher detrimental phenotypes in inbred backgrounds, as previously reported [11], [24].

Although it is now clear that IGF1 and IGF2, signaling through IGF1R, participate in the developmental control of fetal lungs, this report clearly demonstrates that the role of IGF1 in lung organogenesis is more critical than that described for IGF2. Thus, IGF2 deficiency only afforded a subtle lung differentiation delay, characterized by thicker and disorganized distal lung septa, which did not compromise neonatal survival [15]. Furthermore, *Igf2^−/−^* prenatal lungs showed increased expression of IGF1, probably in an attempt to compensate IGF2 deficiency [15]. Conversely, as shown in this report, IGF1 pulmonary function was characterized by a more severe lung differentiation impairment, which was not associated with compensatory changes in the expression of IGF2. Among the different IGF-system genes tested, we only found decreased levels of IGFBP2 mRNA in the mutant lungs. These data contrast with results found in *Igf1^−/−^* cochleae, where its expression was increased [80], and emphasized the organ specific actions of IGF1 during mouse organogenesis. It is striking that the high levels of IGF1R observed in bronchiolar epithelium do not entail major histological or molecular modifications related to this cell compartment in *Igf1^−/−^* lungs. It is possible that high levels of IGF2 revealed in the bronchiolar airway epithelium could compensate IGF1 deficiency in the mutants and therefore maintaining a normal IGF1R signaling and the absence of abnormalities. However, more extended studies will be needed to conclusively demonstrate this assumption.

Akt, STAT3 and MAP kinases, known as canonical IGF signaling mediators, were previously implicated in controlling cell proliferation, growth, survival and differentiation during lung development [60], [69]–[73]. Furthermore, prenatal mouse cochleae of *Igf1^−/−^* embryos showed decreased activation of prosurvival Akt and proliferation-associated ERK1/2 kinases, and increased levels of the stress kinase p38 [80]. However, although we found a bundle of genes related to the MAP kinase signaling pathway with differentially expressed mRNA levels, we only found a significant increase of ERK2 activation in *Igf1^−/−^* lungs. Since we had previously reported elevated levels of ERK1/2 activation in highly mitotic and undifferentiated lungs of *Lif/Igf1* double knockout mice [23], ERK2 activation seems to be a tissue specific target of IGF1-deficiency in the lung.

E18.5 *Igf1^−/−^* lungs elicited disproportional prenatal pulmonary hypoplasia, demonstrating that IGF1 plays a differential role in organ growth, especially affecting the lung. The disproportional lung size of prenatal E18.5 *Igf1^−/−^* lungs seems to be an outcome of their reduced growth rates and branching morphogenesis found during early stages of organogenesis. Thus, E12.5 *Igf1^−/−^ ex vivo* explanted lungs showed a significant reduction in size and proliferation, in parallel to a decreased number in terminal lung buds. Disproportionate effects on postnatal organ growth were previously reported in *Igf1^−/−^* mice, where IGF1 deficiency affected the growth of cochleae to a lesser extent, but had a greater effect on the lungs, whose growth was hindered more [48], [49]. The ratio of lung to body weight was also greatly reduced in *Igf1r^−/−^* prenatal embryos [14]. One possible reason for this reduced lung size could be massive cell death due to the lack of IGF1/IGF1R signaling, as was previously described in prenatal lungs of *Igf1r^−/−^* mutant mice, and postnatal cochleae of the *Igf1^−/−^* mutants [14], [81]. However, both this study and our previous report [23], failed to demonstrate changes in apoptotic rates of *Igf1^−/−^* prenatal lungs, and therefore suggesting that IGF1 would not play a major role in prenatal lung survival. Concurring with these results found in mice, there is evidence that IGF signaling also plays roles in prenatal lung growth in humans. Thus, mutations in *IGF1* and *IGF1R* genes have been found in patients with general intrauterine growth retardation [4], [5], and lung hypoplasia [6].

Increased proliferation rates revealed by PCNA and BrdU markers in E18.5 *Igf1^−/−^* lungs agree with increased RNA levels of ribosomal proteins, known to be involved in protein biosynthesis during mitosis [41], and with ERK2 kinase activation, reported as parallel proliferation in early and immature stages of lung development [23], [73], [82]. This increased prenatal proliferation could be explained as an attempt to compensate for the reduced proliferation and hypoplasia shown by *Igf1^−/−^* lungs at earlier stages, and it may contribute to reducing airway space and lung collapse, further resembling the findings in *Igf1r^−/−^* embryos [14]. Moreover, since during normal prenatal pulmonary organogenesis mitotic rates decay in favor of cell differentiation, the higher mitotic rates found in mutant lungs could be a consequence of their delayed differentiation. Accordingly, increased cell proliferation has also been described in lungs of different mouse mutants born with immature lungs, such as in *T1α* and *Crh* gene knockouts [83], [84].

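On the arrays, similar numbers of proliferation genes had higher and lower values in the *Igf1-/-* lungs. *Mcm7*, a part of the helicase that replicates DNA, had a log2 fold change of 0.42 (SE 0.14, n = 3 per genotype, adjusted p = 0.283), *Smc4*, a condensin, one of −0.27, and *Pcna*, the sliding clamp of DNA polymerase, one of 0.08 (adjusted p = 0.808). *Cdc20*, which activates the anaphase-promoting complex, had 0.02, which turned to −0.02 with arrays weighted by their quality. Of 49 proliferation genes 26 were higher and 23 lower, 0 passed an adjusted p of 0.10 in limma, 3 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone. Camera did not call the list (adjusted p = 0.414), whose median was 0.02 and mean 0.00, with a lower direction by camera and a higher one by fry. It was called as lower without *Igf1-/-* replicate 3 (adjusted p = 0.000814) and without *Igf1+/+* replicate 1 (adjusted p = 5.13e-07), within a range of 5.13e-07 to 0.736 over the 6 arrays left out.

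Of 49 ribosomal protein genes, 37 were higher in the *Igf1-/-* lungs and 12 lower. At the brightest probe set of each gene 1 rose, 3 rose at any probe set, and 2 were higher and 0 lower when adjusted over the list alone. The most abundant of them had log2 fold changes close to 0, namely 0.06 for *Rpl41*, 0.03 for *Rpl13a*, 0.02 for *Rpl37a* and −0.01 for *Rps29*, at probe sets near the top of the range of the arrays, where a difference can be compressed. The probe sets of *Rps9*, *Rps10* and *Rpl12* that rose were dim. The ribosomal protein list was not called (camera adjusted p = 0.309).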

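Transcripts that were lower in the *Igf1-/-* lungs made up 62.2% of the probe sets past an adjusted p of 0.20 and 70.6% of those past 0.10. Among all 2839 probe sets with an unadjusted p under 0.05, 50.1% were lower (1421 lower and 1418 higher, n = 3 per genotype). Of the 27 that differed at least 2-fold at an adjusted p under 0.10, 85.2% were lower. The balance was the reverse among the 4077 probe sets in which the values of both genotypes did not overlap, where chance alone gives 10% of all probe sets, since 59.7% of them were higher (2434 higher and 1643 lower). The cochlear arrays are not among the deposited values used here.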

Since lack of IGF1 during lung development causes a general reduction in transcripts of target genes, and a similar result was reported in cochleae of these mice [80], it is possible that IGF1 acts as a general transcriptomic activator during mouse organogenesis. Transcriptome changes found in E18.5 *Igf1^−/−^* lungs could be considered a consequence of their developmental delay. However, this does not seem to be the case because the changes described herein are highly discrepant from transcriptomic profiles reported by Xu et al. at different stages of normal perinatal mouse lung maturation, where they describe major changes in molecular regulators such as FoxM1, Plk1, STATS, EGFR and Notch [79], none of which were observed in the *Igf1^−/−^* lung profile. 

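Among 13 genes for these regulators, *Notch3* and *Notch1*, receptors for contact signals between cells, had log2 fold changes of −0.12 (adjusted p = 0.535) and 0.07 (adjusted p = 0.779) in the *Igf1-/-* lungs (n = 3 per genotype). The transcription factor genes *Stat3* and *Stat6* had −0.07 (adjusted p = 0.835) and −0.01 (adjusted p = 0.984), and *Stat6* turned to 0.02 with the 6 arrays quantile normalized. In all, 5 genes were higher and 8 lower, 0 passed an adjusted p of 0.10 in limma, 2 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone. Camera did not call the list (adjusted p = 0.357), except without *Igf1-/-* replicate 2 (adjusted p = 0.0486, with a range of 0.0486 to 0.727 over the 6 arrays left out).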

*Igf1^−/−^* lung transcriptomic analysis revealed changes in networks of biological functions or molecular pathways of functionally related genes. Some of these networks were expected either in light of the lung phenotype or due to previously described IGF1 actions, e.g. in lung development and maturation, cell adhesion, vasculogenesis and MAP kinase signaling. However, others could be identified as potential novel IGF1 target pathways involved in mouse organogenesis, such as genes related to immunity/defense and Wnt signaling pathways, although a recent publication by Ghosh *et al.* suggests that IGF1 indeed promotes alveolar epithelium differentiation through the activation of a non-canonical Wnt pathway [85]. The abundance of differentially expressed genes in the transcription and extracellular regulatory factors category further supports a role for IGF1 as a general regulator of prenatal lung development. However, given that the analysis in the cochlea also rendered genes for specific cochlear maturation and cell differentiation, with only three genes in common to both databases (*Itgav*, *Slc4a1* and *Usp12*) [80], this would further indicate that IGF1 acts with a more tissue specific regulatory role during organogenesis.

E18.5 *Igf1^−/−^* lungs lacking IGF1 showed a general reduction or alteration in ECM deposition, and conversely, addition of IGF1 to explanted lungs elicited a strong increase in laminin expression, which corresponded to their improved epithelial maturation. Accordingly, IGF1 was previously found to stimulate laminin, collagen and other ECM component expressions in different cell types [86]–[88] and *vice versa*: IGF1 expression in type II pneumocytes was considered to be responsible for increased levels of elastin in lungs of FGFR3/4 double mutant mice [89]. The relevance of ECM proteins in lung organogenesis is reflected by impaired lung alveolarization in mutant mice deficient in laminin α5 or elastin [90], [91]. 

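Matrix genes were lower as a group in *Igf1-/-* lungs. *Eln*, which encodes elastin, had a log2 fold change of −0.30 (SE 0.07, n = 3 per genotype, adjusted p = 0.152). The basement membrane genes *Col4a1* and *Sparc* had log2 fold changes of −0.12 (adjusted p = 0.56) and −0.12 (adjusted p = 0.635). Of 43 genes of the basement membrane and extracellular matrix, 17 were higher and 26 lower, *Dpt* alone fell, and 3 were higher and 8 lower when adjusted over the list alone. Camera called this list (adjusted p = 0.00128, and adjusted p = 0.45 with an estimated correlation), but not without *Igf1+/+* replicate 3 (adjusted p = 0.0535, the highest over the 6 arrays left out, with 1.35e-05 the lowest).

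Of 25 fibroblast and mesenchymal markers, 11 were higher and 14 lower, and again *Dpt* alone fell, with 1 higher and 3 lower when adjusted over the list alone. The elastic fibre gene *Mfap4* had a log2 fold change of −0.18 and *Tcf21*, a transcription factor of lung mesenchyme, one of −0.09. The collagen genes *Col3a1* and *Col1a2* had 0.04 and 0.01. The list was called (camera adjusted p = 0.0262, and adjusted p = 0.45 with an estimated correlation). The call was lost with arrays weighted by their quality (adjusted p = 0.0774), with a plain comparison of means (0.175), and without *Igf1-/-* replicate 1 (0.0986), *Igf1-/-* replicate 2 (0.208) or *Igf1+/+* replicate 3 (0.0535).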

ECM alterations were further supported by a reduction in mRNA expression of genes involved in molecular pathways that regulate cell adhesion, focal adhesion, tight junctions, ECM-receptor interactions (e.g. *Col4a4*, *Eln*, *Fn1*, *Itgb6*, *Icam1*, *Plat1* and *Serpine1*), and the matricellular proteins *Cyr61* and *Ctgf*. Accordingly, the presence of collagen IV in lung basal membranes is required for assembly of intermolecular collagen fibers and proper embryonic lung morphogenesis [92], [93]. 

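*Itgb6*, the epithelial integrin chain that activates TGF-beta, fell in *Igf1-/-* lungs by 0.98 on the log2 scale (SE 0.18, n = 3 per genotype, adjusted p = 0.0896), with −0.81 (SE 0.17, adjusted p = 0.117) at another probe set. *Fn1*, which encodes fibronectin, had log2 fold changes of −0.65 (SE 0.14, adjusted p = 0.124) and −0.48 (SE 0.12, adjusted p = 0.159). The adjusted p of *Itgb6* reached 0.276 when 1 array was left out.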

Down-regulation of *Fn1* and integrins (e.g. *Itgb6*), components of focal adhesions, indicates alterations in cell-to-cell and cell-to-ECM interactions in the lung. Hence, *Fn1* and *Itgb6* deficiencies in mice cause defects in lung branching morphogenesis and lung emphysema, respectively, and contribute to maturation and organization of alveolar architecture [39], [58]. Finally, matricellular proteins *Cyr61* and *Ctgf* are themselves inducers of ECM accumulation [66].

Our data demonstrate that the lack of IGF1 alters the expression of multiple genes and gene pathways responsible for differentiation of the three foremost relevant cell compartments in the lung, namely epithelium, mesenchyme and endothelium. Thus, we found repressed genes considered to be cell-specific markers or regulators of epithelial maturation, such as *Aqp5*, *Icam1*, *Scgb3a1*, *Fgf18*, *Nfib*, *Klf2*, *Ctgf* and *Cyr61* [17], [32], smooth muscle and vascular development, e.g. actin, Actin regulator (*Phactr*), *Eln*, *Vegfa*, *Flt1/VegfR1*, *Klf2*, *Egr1*, *Ctgf* and *Cyr61* [29], [94]–[97]. Consequently, IGFs signaling has previously been implicated in lung epithelial maturation, vascularization and modulating cellular responses in vascular smooth muscle cells and fibroblasts of pulmonary origin [10], [14], [23], [28], [98]. 

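Markers of alveolar type I cells, which form the gas exchange surface, were lower in the *Igf1-/-* lungs. Of 18 such genes 17 were lower, *Aqp5*, *Icam1* and *Rtkn2* fell, and 1 was higher and 16 lower when adjusted over the list alone. *Rtkn2* fell by 1.67 on the log2 scale (SE 0.24, n = 3 per genotype, adjusted p = 0.0382), and *Pdpn*, a surface glycoprotein of these cells, had a log2 fold change of −0.31 (SE 0.11, adjusted p = 0.297). The list was called by camera (adjusted p = 8.12e-15, and adjusted p = 0.206 with an estimated correlation).

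Among the markers of alveolar type II cells, *Sftpc*, the surfactant protein C gene, had a log2 value of 14.43 ± 0.03 (SD, n = 3) in *Igf1-/-* lungs and 14.39 ± 0.02 (SD, n = 3) in *Igf1+/+* lungs, near the highest values of these arrays, where a difference can be compressed. *Lpcat1*, *Slc34a2* and *Cxcl15* had log2 fold changes of 0.10, 0.09 and 0.01, the last of which turned to −0.01 under quantile normalization. Of 20 type II markers 15 were higher and 5 lower, 0 passed an adjusted p of 0.10 in limma, 6 had an unadjusted p under 0.05, and 3 were higher and 1 lower when adjusted over the list alone. The list was not called (camera adjusted p = 0.309), except without *Igf1-/-* replicate 3 (adjusted p = 0.00179) or *Igf1+/+* replicate 1 (adjusted p = 0.0144), within a range of 0.00179 to 0.825 over the 6 arrays left out.

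Of 17 club cell markers, 13 were higher and 4 lower, *Upk3a* rose, *Scgb3a1* fell, and 8 were higher and 2 lower when adjusted over the list alone. That list was called (camera adjusted p = 0.0356, and adjusted p = 0.56 with an estimated correlation). The call was lost with the replicate number as a block (0.0805), with arrays weighted by their quality (0.146), with a plain comparison of means (0.12), and without *Igf1-/-* replicate 1 (0.364) or *Igf1+/+* replicate 3 (0.445).

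Smooth muscle genes went both ways. The actin gene *Acta2* had a log2 fold change of −0.16, the actin-binding protein gene *Cald1* one of −0.19, *Mylk*, the kinase of myosin light chain, one of −0.04 and the tropomyosin gene *Tpm1* one of 0.08. *Phactr1*, a regulator of actin, had −0.48 (SE 0.10, adjusted p = 0.110). Of 20 smooth muscle genes 11 were higher and 9 lower, 0 passed in limma, 2 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone. Camera did not call the list (adjusted p = 0.441), which had a median of 0.02, a mean of 0.00 and a lower direction in the test. It was called without *Igf1-/-* replicate 3 (adjusted p = 0.0324, with a range of 0.0324 to 0.771 over the 6 arrays left out). Markers of heart muscle had a higher value in the *Igf1-/-* lungs in 19 of 19 genes, none of which passed, and the list was not called without *Igf1-/-* replicate 3. *Rtkn2* reached an adjusted p of 0.166 with 1 array left out.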

Altogether, our data clearly demonstrate that lack of IGF1 alters the expression of multiple genes and gene pathways responsible for epithelial, mesenchymal and endothelial lung compartments differentiation.

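Many immediate-early genes, which are transcribed within minutes of a stimulus, fell in *Igf1-/-* lungs. *Fos* had a log2 value of 8.21 ± 0.22 (SD, n = 3) in *Igf1-/-* lungs and of 11.53 ± 0.62 (SD, n = 3) in *Igf1+/+* lungs, a log2 fold change of −3.32 (SE 0.27, adjusted p = 0.00179). *Nr4a1* had 7.94 ± 0.15 in *Igf1-/-* lungs and 10.56 ± 0.49 in *Igf1+/+* lungs, a log2 fold change of −2.62 (SE 0.21, adjusted p = 0.00179), and *Egr1* had a log2 fold change of −2.39 (SE 0.26, adjusted p = 0.00964). *Ccn2* fell by 0.84 (SE 0.09, adjusted p = 0.01) and *Klf2* fell by 1.07 (SE 0.08, adjusted p = 0.00162). *Ier3* fell by 1.00, *Ier2* by 0.59 and *Nfkbiz*, a regulator of NF-kappaB, by 0.71. Of 49 genes in this list 40 were lower and 9 higher, 16 fell and 0 rose, and 1 was higher and 29 lower when adjusted over the list alone. The list was called by camera (adjusted p = 2.54e-26) and by fry (adjusted p = 0.00917), with adjusted p = 0.136 with an estimated correlation. The median within-group SD of the 16 genes that fell was 1.85 times that of probe sets of like mean value. Of 40 erythroid genes 17 were higher and 23 lower in the *Igf1-/-* lungs, and 4 fell at their brightest probe set (camera adjusted p = 0.00217, and adjusted p = 0.206 with an estimated correlation). *Fos*, *Nr4a1*, *Egr1*, *Ccn2* and *Klf2* passed an adjusted p of 0.10 with any of the 6 arrays left out.

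**Figure D1:**
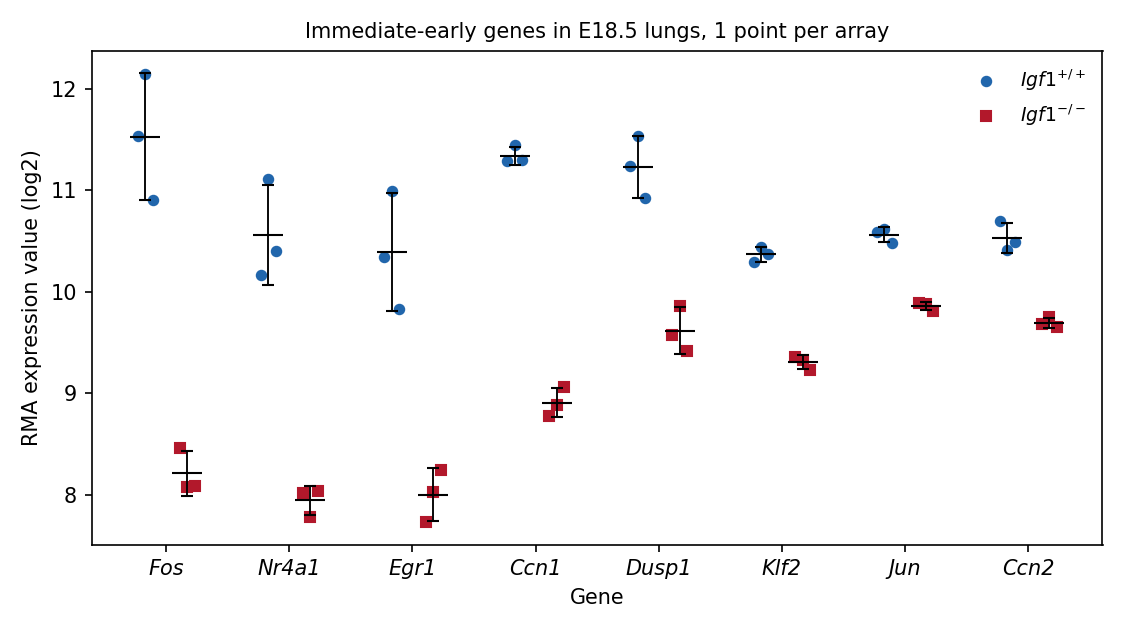
RMA expression values (log2, vertical axis) of 8 immediate-early genes in the 3 *Igf1+/+* lungs (circles) and the 3 *Igf1-/-* lungs (squares), 1 point per array, with the mean (bar) and the SD (error bar) of each genotype. The *Igf1-/-* values lie below every *Igf1+/+* value for each gene, with *Fos* at 8.21 against 11.53 on average.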

Our attention was also drawn to the low mRNA levels of immediate-early response genes, such as *Fos*, *Jun*, *Egr1* and *Nr4a1/Nur77* transcription factors and *Cyr61* and *Ctgf* matricellular proteins in *Igf1^−/−^* lungs. It is possible that these genes could decrease their levels in an IGF1-independent direct action, e.g. as a result of the 20 minute period of normal breathing performed by the wild-type embryos. Accordingly, lungs from mouse mutants with impaired breathing capabilities also show altered transcriptomic levels of these immediate-early response genes [51], [99]. However, the fact that IGF1 was reported to specifically induce many of these genes in other contexts would also support the idea that changes in expression of such genes in the lung is dependent on IGF1 signaling [100].

Detailed analysis of Nfib and Klf2 transcription factors and Ctgf and Cyr61 matricellular factors indicate that they are mediators of IGF1 during lung organogenesis. Accordingly, Nfib, Klf2 and Ctgf-deficient mice show delayed pulmonary development with alterations in distal structures [63], [68], [101]. It is relevant to note that the lung phenotype of *Ctgf^−/−^* mice closely resembles that observed in *Igf1^−/−^* lungs, and interestingly, they show diminished levels of IGF1 [68]. Conversely, fetal lungs stimulated to grow by tracheal occlusion show an increased expression of both Ctgf and IGF1 proteins [102], data that strongly support a possible cross-regulation of expression between both proteins during lung development. Furthermore, Ctgf was initially categorized as a low affinity IGFBP, named IGFBP8, due to the presence on its sequence of an IGFBP domain [67]. In a similar context, Cyr61 is a protein structurally related to Ctgf, that it was first named IGFBP10 [67]. Interestingly, the expression levels of these four genes in the highly proliferative *Igf1^−/−^* lungs correlate with their changes in lung cancer. Thus, whereas Nfib was reported as an oncogene in the lung due to its high expression in lung tumors, Klf2, Cyr61 and Ctgf were considered tumor suppressor genes due to their reduced levels [103]–[107]. IGF1 added to explanted lungs induced maturation of distal lung epithelial cells as supposed, however it did not cause the expected expression changes in all the regulatory genes analyzed. Exact reasons for these dissimilar results are unknown, although the fact that *in vitro* cultured explants do not completely mirror the physiological, cellular and molecular events that occur in the lungs *in vivo* should be considered. Thus, the lack of blood supply, and therefore inadequate gas and nutrient perfusion, may incite cell necrosis, among other alterations, that could alter the normal lung cell differentiation program and therefore confound the results. However, in the same scenario, IGF1R expression behaves as expected and serves as a good experimental control gene: its expression increases in the *Igf1^−/−^* explants, probably to compensate for the IGF1 deficit, and its expression is repressed after addition of exogenous growth factor, a similar effect as that described in cultured cell lines [108]. Based on our results from *in vivo* and *ex vivo* experiments, we conclude that IGF1 induces distal lung differentiation by differentially modulating the expression of Nfib, Klf2, Cyr61 and Ctgf. In order to elucidate the molecular mechanisms underlying their expression interdependence, further studies will be required.

To our surprise, *Igf1^−/−^* mice also showed diverse symptoms of lung inflammation. Interestingly, Sanchez-Calderon *et al.* reported a similar effect in the cochlea [80]. Since IGFs are not commonly directly involved in these processes, we surmise that alterations in these gene pathways could be an indirect consequence of IGF1 deficiency disrupting lung homeostasis. A feasible cause of pulmonary inflammation could be reduction in cellular adhesion, as it was described in other systems. Thus, the p120-catenin (a regulator of adherent junctions) conditional mutation in skin triggers a cascade of pro-inflammatory responses that activate ERK1/2 signaling, which finally affects immune homeostasis [109]. In a similar way, loss of *Itgb6* in the lung causes emphysema, mediated by TGF-ß activation and an accumulation of lymphocytes and neutrophils [39]. Deregulation in immune responses has been associated with disturbances in IGF1 and IGF1R in typical neonatal pulmonary diseases, such as respiratory distress syndrome and bronchopulmonary dysplasia [8], [9]. Interestingly, both human diseases, which are characterized by pulmonary immaturity, undifferentiated alveoli with the presence of hyaline membrane and atelectasis, dilated capillaries immersed in the mesenchyme and distorted ECM deposition [110], are correspondingly modeled by prenatal lung phenotype of *Igf1^−/−^* prenatal mouse mutants. A thorough understanding of the molecular mechanisms controlling prenatal lung maturation will help to elucidate pathogeneses of lung diseases associated with preterm birth, providing new potential therapeutic and diagnostic tools to treat pulmonary diseases in infants.

In conclusion, we demonstrate that IGF1 acts as a crucial growth factor with cell-specific roles during embryonic mouse pulmonary development, affecting proliferation during the early stages of development, especially differentiation, adhesion and immunity in prenatal stages. In addition, our results revealed gene networks and novel potential regulatory target gene mediators of IGF1 action on epithelial, mesenchymal and vascular cells in the distal lung of prenatal mouse fetuses. Future studies aimed at further analysis of IGF1 implication on cell signaling and gene regulation in specific pulmonary cell types will be necessary to better understand its function during lung organogenesis.

## Materials and Methods

### Ethics statement

All experiments and animal procedures were carried out in accordance with the Guidelines laid down by the European Communities Council Directive of 24 November 1986 (86/609/EEC) and were revised and approved by the Bioethics Committees of the University of Salamanca and CIBIR (Logroño).

### Mice, embryos, histology and collagen determination

Previously generated *Igf1* mutant mice [11] were backcrossed for at least seven generations into a C57Bl/6J genetic background. Details on mice genotyping, embryo manipulation, histological techniques and collagen determinations are available in *Methods S1* and published elsewhere [23], [24]. For 5-bromo 2-deoxyuridine (BrdU) labeling, 0.1 mg/g body mass of BrdU (Roche, Mannheim, Germany) was administered to pregnant females by intraperitoneal injection. Injected animals were sacrificed 1 h later and embryos processed for paraffin embedding.

### Lung fluorescein angiograms and morphometry of blood vessel diameter

The left ventricle of E18.5 anesthetized embryos was cannulated and injected with 50 µL of 20 mg/mL FITC-dextran (2,000 MW) (Sigma) in PBS. After 10 min, lungs were dissected, fixed overnight at 4°C in 4% paraformaldehyde in PBS, washed in PBS and either directly whole-mounted in anti-fading medium or embedded in OCT medium (Miles Inc.), frozen in 2-methyl butane and kept at −70°C. 10 µm cryostat sections were obtained and mounted on glass slides for immunostaining. Whole-mounted lungs were observed by confocal microscopy and three-dimensional projections of 14 consecutive 1 µm thick images were obtained using the LSM software package (Carl Zeiss, Oberkochen, Germany). The blood vessel area was quantified using OpenLab® Software (Improvision, Coventry, UK) on sections immunostained for laminin and counter-stained with DAPI. At least 25 vessels from each sample on selected 40× fields located at the distal part of the lung were measured. Statistical analyses were performed using the Mann-Whitney *U*-test.

### Lung organ culture

E12.5 lung explants were placed on 1 µm polycarbonate filters (Whatmann, Göttingen, Germany) over stainless-steel grids and were cultured at the air-medium interface in IMEM defined medium (GIBCO-Invitrogen, Paisley, UK) supplemented with 50 µg/mL apo-transferrin (Sigma) and 50 units/µg penicillin/streptomycin [111], [112]. E16.5 lung explants were cultured in the same manner, but using DMEM/F12 defined medium (GIBCO), supplemented with 2 mM glutamine, 100 mg/mL ascorbic acid (Sigma), 50 units/µg penicillin/streptomycin [77], [113] and, when indicated, treated with 100 ng/mL rhIGF1 (R&D). Cultures were maintained up to 96 h in a 5% CO_2_ incubator, and monitored and photographed using an inverted microscope. Cellular proliferation in E12.5 explants was determined by incorporation of BrdU (Roche), following the manufacturer's instructions by adding 10 µM BrdU to the medium 1 h before stopping the culture. For whole-mount BrdU staining, lung explants were fixed in cold methanol, treated with 2 N HCl, and neutralized before immuno-staining with a mouse monoclonal antibody to BrdU (Roche). After incubation with a secondary antibody Cy3-anti-mouse IgG (Jackson Immuno Research; 1∶400 dilution) and counterstaining with Sytox (250 nM; Molecular Probes) lungs were mounted and examined by confocal microscopy. For immuno-histochemical analyses on sections, E12.5 lung explants were fixed and embedded in 7% gelatin (BioRad) and 15% sucrose in PBS. E16.5 lung explants were directly embedded in OCT medium (Miles Inc.), frozen in melting 2-methyl butane and kept at −70°C until used. 10 µm cryostat sections were mounted on glass slides and either analyzed with haematoxylin-eosin or immuno-stained for BrdU.

### RNA isolation, cRNA synthesis and microarray hybridization

Total RNA from homogenized E18.5 lungs was purified using Trizol Reagent® (Invitrogen, Carlsbad, CA) following the manufacturer's instructions, treated with 1 U/µL RNase-free DNase (Promega), purified through RNeasy columns (Qiagen, Valencia, CA) and quantified with RNA NanoLab® Chips (Agilent Technologies, Palo Alto, CA). RNA was then used to synthesize complementary RNA (cRNA) probes for hybridization to GeneChip high-density mouse ‘whole genome’ (MOE430A2.0) oligonucleotide microarrays from Affymetrix (Affymetrix Inc., Santa Clara, CA) according to protocols described in Gene Expression Analysis Technical Manual (http://www.affymetrix.com). Briefly, 5 µg of total RNA obtained from three *Igf1^+/+^* and three *Igf1^−/−^* mouse lungs were separately reverse-transcribed into double-stranded complementary DNA (cDNA), using the SuperScript Choice System for DNA Synthesis (Invitrogen). cDNA was then used as a template to synthesize cRNA by *in vitro* transcription with the incorporation of biotinylated nucleotides (Enzo Diagnostics, Farmingdale, NY, USA). Labeled cRNAs were fragmented and hybridized to six Affymetrix GeneChip 430A2.0 Arrays, using the GeneChip Fluidics Station 450 (Affymetrix). Hybridized arrays were stained with streptavidin–phycoerythrin, according to the manufacturer's protocols. Finally, the stained arrays were scanned in a GeneChip Scanner 3000 (Hewlett Packard, Palo Alto, CA, USA). Raw data of the expression arrays were submitted to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE17157.

### Bioinformatics microarray data analysis: normalization, differential gene expression and biological classification

The RMA algorithm [114] was used for background correction and normalization of fluorescent hybridization signals of the microarrays as described elsewhere [115]. Bioconductor and R were used as computational tools (www.bioconductor.org) to apply RMA to the data set of 12 microarray hybridizations. In addition to the six microarrays hybridized with lung-derived RNA (three *Igf1^+/+^* and three *Igf1^−/−^*), six microarrays hybridized with cochlear RNA (three *Igf1^+/+^* and three *Igf1^−/−^*) were included in the analysis to normalize the hybridization signals [80]. Cochlear RNA was obtained from the same animals or their siblings and its purification, the synthesis of cRNA and microarray hybridization were performed in parallel with lung RNA [80]. After quantifying the expression level of each probe-set in all microarrays, the SAM algorithm [116] was used to identify probe-sets displaying significant differential expression when comparing the three *Igf1^−/−^* lung samples to their respective three lung controls (*Igf1^+/+^*). The method calculates the type I error or the number of expected false positives using the calculation of the *false discovery rate* (FDR parameter) [115]. In this report, two different levels of FDR cut-off values were used: FDR = 0.20 (p<0.00045; 640 probe-sets) for high-throughput bioinformatics analysis and FDR = 0.10 (p<0.00900; 63 probe-sets) to identify highly relevant IGF1 target genes. The 640 differentially expressed probe-sets (FDR<0.20) were functionally analyzed with three different software tools. Biological functions were determined with the *FatiGo+* application (http://www.ncbi.nlm.nih.gov/pubmed/17478504), based on *GO* gene (*Gene Ontology*) annotations. Over- and under-expressed genes were compared, and those functions with *p*<0.1 (Fisher's exact test) were considered significant [117]. Molecular pathways were analyzed with *GeneCodis* software (http://www.ncbi.nlm.nih.gov/pubmed/19465387), which uses *KEGG* (*Kyoto Encyclopedia of Genes and Genomes*) ontological terms. The list of probe-sets was compared against the whole genome with a hypergeometric test, considering those molecular pathways with *p*<0.1 as significantly relevant [118]. Functional biological interactions were determined using the *Ingenuity Pathways Analysis®*application (http://analysis.ingenuity.com/pa), a web-based software program that identifies molecular networks by relating each gene entry to a comprehensive database of known physical, transcriptional interactions reported for ≈8000 mouse proteins.

### Real-time Quantitative RT-PCR

Real-time quantitative (q) RT-PCR was carried out with SYBR® Green Technology (iScript™ One-Step RT-PCR, Bio-Rad, Hercules, CA) as previously described [23]. Primers used are listed in *Table S6*. Amplification of *ß-2-microglobulin* was used as an internal control to normalize gene expression data [119], except for the *Igf*-system genes in Fig. 6A, where *Gapdh* was instead used.

### Immunohistochemistry and Western blotting

See *Methods S1* for details. Primary antibodies used in immunohistochemistry and Western blots, including their source, dilution, reference and manufacturer, are listed in *Table S7*.

## Supporting Information

Figure S1 **Alterations in cell proliferation and histology of distal parenchyma caused by IGF1-deficiency during development of prenatal mouse lungs.** (**A–B**) Immuno-staining for PCNA in representative paraffin cross-sections shows increased numbers of stained cells (arrows) in E18.5 *Igf1^−/−^* lungs (−/−) in (**B**), when compared with wild-type littermates (+/+) in (**A**). (**C–D**) Haematoxylin-eosin stained cross-sections of E18.5 lungs showing histological alterations in the distal parenchyma. Normal lungs (**C**) show expanded saccular spaces, well-defined thin septa (s) and red cells in capillaries (stained red) mainly lining parenchymal septa, whereas *Igf1*-null lungs (**D**) display reduced air spaces (asterisk) and not well-defined septa, presence of hyaline membranes (arrowhead), and capillaries immersed in the abundant mesenchyme (arrows). These results obtained from mice with a C57Bl/6J background resemble previous data obtained from mutant mice with an out-bred background (Moreno-Barriuso *et al. Dev Dyn* 235: 2040, 2003). a, saccular space; s, septum. Scale bar in D: 20 µm in A–B and 10 µm in C–D.
(DOC) Click here for additional data file.

Figure S2 **Statistical identification of differentially expressed genes in lungs of Igf1-null E18.5 embryos.** Graphical display of statistical analysis performed to identify genes undergoing significant changes of expression in Igf1^−/−^ lungs compared to normal Igf1^+/+^. Two different levels of false discovery rate (FDR) stringency were used. (**A**) Establishing an FDR<0.20 (|Δ(i)|≥2.136; p<0.00090), 640 probe-sets, corresponding to 566 different genes, were identified in the Igf1^−/−^ lungs. Of those, 209 probe-sets were found up-regulated (33%) and 431 down-regulated (67%) (See list in Table S1). (**B**) Considering FDR<0.10 (|Δ(i)|>3.800; p<0.00045), 62 probe-sets (59 genes) were identified as highly relevant IGF1 target genes (See additional information in Table S4). Individual plots were generated by significant analysis of microarrays algorithm (SAM)-contrasting three independent microarray hybridizations, performed with RNA obtained from lungs of three mice of each genotype (Igf1^+/+^ and Igf1^−/−^). Statistically significant gene expression changes occurring between Igf1-null and control lungs were identified using the SAM algorithm (Tusher et al. Proc Natl Acad Sci U S A **98**:5116, 2001). In this analysis six additional microarrays hybridized with cochlear RNA (three Igf1^+/+^ and three Igf1^−/−^), obtained from the same mice or their littermates and hybridized in parallel, were included for background correction and normalization of hybridization. Differential expression for a given gene probe-set is quantitated by Δ(i), measuring the distance of the spot representing its expression value to the no-change diagonal. Green dots identify probe-sets presenting significant alterations of expression, depending on the FDR limit cut-off. Black dots remaining close to the diagonal represent probe-sets whose expression level does not show significant change in Igf1-nulls relative to their controls.
(DOC) Click here for additional data file.

Figure S3 **Network of the functional interactions among the identified genes with differential expression using the Ingenuity Pathways Analysis® database and organized according to their sub-cellular localization.** The analysis included differential expressed genes found in E18.5 Igf1^−/−^ lungs with FDR<0.20, using their functional relations and annotations in the database. Genes in nodes are color-coded in red (up-regulated) or green (down-regulated). The displayed network with 68 genes was generated by fusion of two highly significant networks consisting of 35 and 33 genes respectively, and considering only direct relations between genes according to their Ingenuity annotations. Note the abundance of transcription factors networks and extracellular space proteins, among them IGF1.
(DOC) Click here for additional data file.

Figure S4 **Immunohystochemical staining for Nfib in crossections of lung explants cultured ex vivo.** E16.5 Igf1^+/+^ (A and C) and Igf1^−/−^ (B and D) lung lobes were explanted and cultured in defined medium for 96 h in absence (A–B) or presence (C–D) of recombinant IGF1 (100 ng/mL). Note the high proportion of Nfib-positive mesenchymal cells aligning under epithelial cells of the saccular spaces in IGF1-treated samples of both genotypes (arrows in C and D), effect that is better noticed in Igf1^−/−^ explants (D), and less clear in non-treated explants of both genotypes (A and B). as, airway space; s, septum. Scale bar: 20 µm.
(DOC) Click here for additional data file.

Table S1 **Genes differentially expressed in microarrays of the E18.5 Igf1^−/−^ lungs.** ^a^ List of probe sets found with significant differential expression (FDR<0.20) in Igf1^−/−^ lungs and ordered according to decreasing absolute Δ(i) value. The first 63 probe-sets are functionally tabulated in manuscript Table S4. ^b^ Over-expressed genes/probe-sets are shown in red and repressed genes/probe-sets in green. ^c^ p value obtained after applying the SAM algoritm. ^d^ R fold change relative to the logarithm scale. Corresponds to the n value in 2^n^. ^e^ X, is the total fold change calculated as antilog_2_ of R.
(XLS) Click here for additional data file.

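The values in columns R and X of Table S1 are related as follows. Across the 640 probe sets, the log2 of R had a correlation of 0.987 with the log2 fold change between *Igf1-/-* and *Igf1+/+* lungs in the deposited values, with a median absolute difference of 0.0475, where probe sets are not independent replicates. R is therefore on a linear scale in the table. X equals 2 to the power of R, or of 1 divided by R for a lower level, within 1% in 635 of the 640 probe sets. On the linear scale the smallest fold in the table is the paper's 1.14 and the largest the paper's 10.9.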

Table S2 **Biological functions based on GO annotations, and the assigned deregulated genes, found with significant changes with the FatyGO+ bioinformatic tool in the differentially expressed genes of Igf1^−/−^ lungs (FDR<0.20) and represented in** **Figure 4A** **.**
(DOC) Click here for additional data file.

Table S3 **Biological functions based on KEGG annotations and the assigned deregulated genes, found with significant changes by the GeneCodis bioinformatic tool in the differentially expressed genes of Igf1^−/−^ lungs (FDR<0.20) and represented in** **Figure 4B** **.**
(DOC) Click here for additional data file.

Table S4 **Genes with up-regulated and down-regulated expression in lungs of E18.5 Igf1^−/−^ embryos with FDR<0.10, as listed in Table S1.** ^a^ Functional assignments given by Gene Ontology (GO in NCBI database) and as described in the literature (see references in text). ^b^ Affimetrix probe-set identification. One asterisk (*) marks additional probe-sets for a given gene found with FDR<0.10. ^c^ Δ(i) is a parameter measuring the statistical distance separating the calculated expression value of each gene probe-set from the non-change diagonal plot. ^d^ R fold is the log_2_ value of the fold change in overexpression (up-regulated in Igf1^−/−^) or repression (down-regulated in Igf1^−/−^) of probe-sets in the collection of microarrays. All values are highly significant (p<0.001), as specified in Table S1and determined using the SAM algorithm. ^e^ qRT-PCR mRNA mean fold change in Igf1^−/−^ respect to Igf1^+/+^ lungs using ß2-microglobin/Arbp as internal control for normalization (n = 4 per genotype, in different embryonic lung RNA samples than those used in microarray analyses). All values are highly significant between genotypes (p<0.001; Mann-Whitney U test). * Second probe-set for a given gene with altered expression.
(DOC) Click here for additional data file.

Table S5 **Data on additional selected repressed genes found in the microarrays with FDR between 0.10 and 0.20 ^a^ which expression was corroborated by qRT-PCR.** ^a^ Additional information on microarray data for these genes is shown in Table S1 under an FDR (False Discovery Rate) between 0.10 and 0.20. ^b^ Functional assignments given by Gene Ontology (GO in NCBI database) and as described in the literature. ^c^ Affimetrix probe-set identification. The asterisk (*) marks additional gene probe-sets for a given gene (Listed in Table S1). ^d^ Δ(i) is a parameter measuring the statistical distance separating the calculated expression value of each gene probe set from the non-change diagonal plot. ^e^ R fold is the log_2_ value of the fold change measuring the repression of the probe sets in the collection of microarrays respect to Igf1^−/−^. All values are significant (p<0.001 for Icam1 and Atf3; p<0.01 for Fn1), as specified in Table S1. ^f^ qRT-PCR fold change in mRNA levels of Igf1^−/−^ lungs respect to Igf1^+/+^controls, using ß2-microglobin/Arbp as internal control for normalization (n = 4 per genotype, in different embryonic lung RNA samples than those used in microarray analyses). All values are significant between genotypes (p<0.01; Mann-Whitney U test). References: [1] Sakai T, Larsen M, Yamada KM (2003). Fibronectin requirement in branching morphogenesis. Nature 423: 876–881. [2] Williams MC (2003). Alveolar type I cells: molecular phenotype and development. Annu Rev Physiol 65: 669–695. [3] Akram A, Han B, Masoom H, Peng C, Lam E, Litvack ML, Bai X, Shan Y, Hai T, Batt J, Slutsky AS, Zhang H, Kuebler WM, Haitsma JJ, Liu M, dos Santos CC (2010). Activating transcription factor 3 confers protection against ventilator-induced lung injury. Am J Respir Crit Care Med. 182:489–500.
(DOC) Click here for additional data file.

Table S6 **Gene Bank accession number and sequence of primers used in qRT-PCR.**
(DOC) Click here for additional data file.

Table S7 **Source, dilution, reference and manufacturer of primary antibodies used in immunohistochemical stainings and Western blots.**
(DOC) Click here for additional data file.

Methods S1 **Mice, histology and immunodetection.**
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S2 — Biological functions based on GO annotations, and the assigned deregulated genes, found with significant changes with the FatyGO+ bioinformatic tool in the differentially expressed genes of Igf1−/− lungs (FDR<0.20) and represented in Figure 4A .

***Table S2*.** Biological functions based on *GO* annotations, and the assigned deregulated genes, found with significant changes with the *FatyGO+* bioinformatic tool in the differentially expressed genes of *Igf1-/-* lungs (FDR<0.20) and represented in Figure 4A.

| **Biological functions** | **Up-regulated genes** |  | **Down-regulated genes** |
| --- | --- | --- | --- |
| ***Vascular development*** | - |  | *Vegfa, Serpine1, Gna13, Elk3,*  *Ctgf, Egfl7, Thbs1, Flt1,*  *Hbegf, Vegfc, Cyr61* |
| ***Immune, defense and inflammatory response*** | *Ggtla1, Igh-6, Ngp, Mcpt6,*  *C1qb, Fcer1g, Fcgr1, C1s,*  *H2Aa, H2DMa, Ifi27,*  *Oas1a, Gzma, Fyb* |  | *Gca, Chst2, Tnfsf13, Nfkbiz,*  *Chst1, Pglyrp1, Fn1, Egr1*  *Ccl6, Samhd1, Wwp1, Cxcl7* |
| ***Organ morphogenesis*** | *Tbx5, Nfib, Crkl* |  | *Ndst1, Vegfa, Serpine1, Wnt3a,*  *Taf4a, Gna13, Elk3, Ctgf, Egfl7,*  *Thbs1, Flt1, Hbegf, Wnt7a, Wwp1,*  *Fgf18, Vegfc, Nrp2, Cyr61, Gja1* |
| ***Cell growth*** | *-* |  | *Nedd9, Ctgf, Ube2e3, Prss11*  *Cyr61,* 0610011/04Rik |
| ***Neural development*** | *Lmx1a, Trappc4, Olig1, Plp1,*  *Cnp1, Cdk5, Utg8, Kcnmb4,*  *Cspg5* |  | *Wnt3a, Sema3a, Robo1, S100a6,*  *Pard6b, Slc12a5* |

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S3 — Biological functions based on KEGG annotations and the assigned deregulated genes, found with significant changes by the GeneCodis bioinformatic tool in the differentially expressed genes of Igf1−/− lungs (FDR<0.20) and represented in Figure 4B .

***Table S3*.** Biological functions based on *KEGG* annotations and the assigned deregulated genes, found with significant changes by the *GeneCodis* bioinformatic tool in the differentially expressed genes of *Igf1-/-* lungs (FDR<0.20) and represented in Figure 4B.

| **Metabolic pathway** | **Up-regulated genes** |  | **Down-regulated genes** |
| --- | --- | --- | --- |
| ***MAPK*** | *Elk4, Hspa8, Crkl, Fgf13, Il1r1, Pla2g5, Rac2, Map2k7, Pla2g2e, Cacna1h* |  | *Fos, Jun, JunD1, Nr4a1, Cdc25b, Fgf18, Hspb1, Ppm1a, Dusp1, Rap1b, 1500003o03Rik, Dusp10* |
| ***Wnt*** | *Fzd3, Sfrp1, Rac2, Ccnd2* |  | *Fzd4, Wnt3a, Wnt7a, Jun,* 1500003o03Rik, *Nkd1* |
| ***Calcium*** | *Itpka, Mylk2* |  | *Sphk1* |
| ***Focal adhesion*** | *Ccnd2, Crkl, Itga2b, Rac2, Mylk2* |  | *Itga9, Capn2, Col4a4, Flt1, Fn1, Igf1, Itgb6, Jun, Rap1, Thbs1, Vegfa, Vegfc* |
| ***Cell adhesion*** | *H2-Aa, H2-Eb1, HA-Dma, H2-Q7, Selpl, Cldn19, Cldn7* |  | *Itga9, Icam1, Pvrl3* |
| ***ECM-receptor interaction*** | *Itga2b* |  | *Itga9, Fn1, Itgb6, Dag1, Thbs1, Col4a4* |
| ***Tight junctions*** | *Cldn19, Cldn7* |  | *Tjp2, Epb4.1, Pard6b, Mpp5* |
| ***Haematopoietic cell lineage*** | *H2-Eb1, Il1r1, Itga2b, Fcgr1* |  | *Kitl* |
| ***Antigen processing and presentation*** | *H2-Aa, H2-Eb1, HA-Dma, Hspa8* |  | *-* |
| ***Leukocyte transendothelial migration*** | *Rac2, Cldn19, Cldn7* |  | *Icam1, Rap1b* |
| ***B-cell receptor signaling*** | *Rac2* |  | *Fos, Jun,* 1500003o03Rik |

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S4 — Genes with up-regulated and down-regulated expression in lungs of E18.5 Igf1−/− embryos with FDR<0.10, as listed in Table S1. a Functional assignments given by Gene Ontology (GO in NCBI database) and as described in the literature (see references in text). b Affimetrix probe-set identification. One asterisk (*) marks additional probe-sets for a given gene found with FDR<0.10. c Δ(i) is a parameter measuring the statistical distance separating the calculated expression value of each gene probe-set from the non-change diagonal plot. d R fold is the log2 value of the fold change in overexpression (up-regulated in Igf1−/−) or repression (down-regulated in Igf1−/−) of probe-sets in the collection of microarrays. All values are highly significant (p<0.001), as specified in Table S1and determined using the SAM algorithm. e qRT-PCR mRNA mean fold change in Igf1−/− respect to Igf1+/+ lungs using ß2-microglobin/Arbp as internal control for normalization (n = 4 per genotype, in different embryonic lung RNA samples than those used in microarray analyses). All values are highly significant between genotypes (p<0.001; Mann-Whitney U test). * Second probe-set for a given gene with altered expression.

***Table S4*.** Genes with up-regulated and down-regulated expression in lungs of E18.5 *Igf1 -/-* embryos with FDR <0.10

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S5 — Data on additional selected repressed genes found in the microarrays with FDR between 0.10 and 0.20 a which expression was corroborated by qRT-PCR. a Additional information on microarray data for these genes is shown in Table S1 under an FDR (False Discovery Rate) between 0.10 and 0.20. b Functional assignments given by Gene Ontology (GO in NCBI database) and as described in the literature. c Affimetrix probe-set identification. The asterisk (*) marks additional gene probe-sets for a given gene (Listed in Table S1). d Δ(i) is a parameter measuring the statistical distance separating the calculated expression value of each gene probe set from the non-change diagonal plot. e R fold is the log2 value of the fold change measuring the repression of the probe sets in the collection of microarrays respect to Igf1−/−. All values are significant (p<0.001 for Icam1 and Atf3; p<0.01 for Fn1), as specified in Table S1. f qRT-PCR fold change in mRNA levels of Igf1−/− lungs respect to Igf1+/+controls, using ß2-microglobin/Arbp as internal control for normalization (n = 4 per genotype, in different embryonic lung RNA samples than those used in microarray analyses). All values are significant between genotypes (p<0.01; Mann-Whitney U test). References: [1] Sakai T, Larsen M, Yamada KM (2003). Fibronectin requirement in branching morphogenesis. Nature 423: 876–881. [2] Williams MC (2003). Alveolar type I cells: molecular phenotype and development. Annu Rev Physiol 65: 669–695. [3] Akram A, Han B, Masoom H, Peng C, Lam E, Litvack ML, Bai X, Shan Y, Hai T, Batt J, Slutsky AS, Zhang H, Kuebler WM, Haitsma JJ, Liu M, dos Santos CC (2010). Activating transcription factor 3 confers protection against ventilator-induced lung injury. Am J Respir Crit Care Med. 182:489–500.

***Table S5*.** Data on additional selected repressed genes found in the microarrays with FDR between 0.10 and 0.20 a which expression was corroborated by qRT-PCR.

| ***Functional class b***  Probe ID **c** | **(i) d** | **Gene Chip**  **fold change e** | **qRT-PCR**  **fold change f** | ***Gene*** | **Gene title** | **References** |
| --- | --- | --- | --- | --- | --- | --- |
| ***Cellular adhesion and extracellular matrix*** | | |  |  |  |  |
| 1426642_at | -2,63 | 3,03 | 17,96 | *Fn1* | Fibronectin 1 | [1] |
| *1437218_at | -2,28 | 2,58 |  |  |  |  |
| ***Type I neumocyte differentiation*** | | |  |  |  |  |
| 1424067_at | -3,53 | 2,96 | 2,90 | *Icam1* | Intercellular adhesion molecule | [2] |
| ***Immediate-early response transcription factor*** | | | | |  |  |
| 1449363_at | -3,25 | 4,46 | 2,77 | *Atf3* | Activating transcription factor 3 | [3] |

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S6 — Gene Bank accession number and sequence of primers used in qRT-PCR.

***Table S6*.** Gene Bank accession number and sequence of primers used in qRT-PCR.

| **Gene** | **Accession No.** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| **Aqp-5** | NM_009701 | 5' GGTGGTCATGAATCGGTTCAGC 3' | 5' GTCCTCCTCTGGCTCATATGTG 3' |
| **Arbp** | NM_007475 | 5' GTGTTTGACAACGGCAGCATT 3' | 5' TTGATGATGGAGTGTGGCACC 3' |
| **Atf3** | NM_007498 | 5' CCTGTGGTGACCTACTGCATTG 3' | 5' GGTGAGACAAAGGATGCTCCTG 3' |
| **B2m** | NM_009735 | 5' CCTGGCTCACACTGAATTCACC 3' | 5' TCGATCCCAGTAGACGGTCTTG 3' |
| **Btg2** | NM_007570 | 5' CCAGGGAACTCCAAGTCCTTTC 3' | 5' GCACAGTGACTGAGAACGCTTG 3' |
| **Ctgf** | NM_010217 | 5' TTCTGGCTGCACCAGTGTGAAG 3' | 5' TTGAACTCCACTGGCAGAGTGG 3' |
| **Cyr61** | NM_010516 | 5' TGCAGGATGCTCCAGTGTCAAG 3' | 5' TCACAGTTCTGGTCTGCAGAGG 3' |
| **Dusp1** | NM_013642 | 5' ACTAGTGTGCCTGACAGTGCAG 3' | 5' AGGAAGGACAGGATCTCCACTG 3' |
| **Egr1** | NM_007913 | 5' CTATGAGCACCTGACCACAGAG 3' | 5' TTTATAACTCGTCTCCACCATC 3' |
| **Eraf** | NM_133245 | 5' CCAGCAAGAGCTGAGTACTCTG 3' | 5' GAGGAGGGCAGTGTATTGCTTG 3' |
| **Fgf18** | NM_008005 | 5' GCTCCTAGTGGAGACAGATACC 3' | 5' ACACGCACTCCTTGCTAGTACC 3' |
| **Fn1** | NM_010233 | 5' TCTACCAGTGCGACTCTGACTG 3' | 5' CTGCAGTGCCTCCACTATGATG 3' |
| **Fos** | NM_010234 | 5' GGAATGGTGAAGACCGTGTCAG 3' | 5' CCTCTTCAGGAGATAGCTGCTC 3' |
| **Gapdh** | M_32599 | 5' TCCTGCACCACCAACTGCTTAG 3' | 5' TGGCATGGACTGTGGTCATGAG 3' |
| **Gas5** | NR_002840 | 5' GACTCAGCATGCGTGTTCATGC 3' | 5' TGACTCAGCATGCTCTGCCATG 3' |
| **Gypa** | NM_010369 | 5' AGAGCACAGCTGCTGTGACAAC 3' | 5' ACAGTTGAAGCCACCACAGGAG 3' |
| **H2Aa** | NM_010378 | 5' GACTGTCTGGATGCTTCCTGAG 3' | 5' AGTCGCTTGAGGAGCCTCATTG 3' |
| **Hsp8** | NM_031165 | 5' GCTGGCTGGATAAGAACCAGAC 3' | 5' ACCTGCACTCTGGTACAGCTTG 3' |
| **Icam** | NM_010493 | 5' GCTCGGAGGATCACAAACGAAG 3' | 5' GACCATACAGCACGTGCAGTTC 3' |
| **Itgb6** | NM_021359 | 5' TGAGCAGACTCTGCAAGTGCAG 3' | 5' GATGGTGTTGAGGTCGTCATCC 3' |
| **Igfbp2** | NM_008342 | 5' GGGAGTGCTGGTGTGTGA 3' | 5' CTGCTGGTGTTCGGGATG 3' |
| **Igfbp4** | NM_010517.3 | 5' TGTGAGATTGGATTGTGTGTGT 3' | 5' TAGAGATGGCGGGATAGGAG 3' |
| **Igfbp6** | NM_008344 | 5' AGGAGAGCAAACCCCAAGGA 3' | 5' TGAACAGGATTGGGCCGTATA 3' |
| **Igf1r** | NM_010513 | 5' TGGGAGGGTTTCAGGACA 3' | 5' AGGTAGGCACAGCATTCGTT 3' |
| **Igf2** | NM_010514 | 5' CCTTCGCCTTGTGCTGCAT 3' | 5' ACGGTTGGCACGGCTTGAA 3' |
| **Igf2r** | NM_010515 | 5' AGGCACCAAGATGAAGCAGT 3' | 5' AATGAAGGGGAAGACACAGG 3' |
| **InsrA** | NM_010568.2 | 5' TCCTGAAGGAGCTGGAGGAGT 3' | 5' CTTTCGGGATGGCCTGG 3' |
| **InsrB** | EU_346716 | 5' TCCTGAAGGAGCTGGAGGAGT 3' | 5' TTCGGGATGGCCTACTGTC 3' |
| **Jun** | NM_010591 | 5' ACAGGTGGCACAGCTTAAGCAG 3' | 5' GCAACTGCTGCGTTAGCATGAG 3' |
| **Kitl** | NM_013598 | 5' GTTGTTGGAGCAGAGTGCTTCG 3' | 5' ACGGTGCAAGTAGACTGGACAC 3' |
| **Klf2** | NM_008452 | 5' ACGAGCTTACCCGCCACTACCG 3' | 5' CATGTGTCGCTTCATGTGCAAGG 3' |
| **Klf6** | NM_011803 | 5' CAGAGGACTCTCTGATCAGCTC 3' | 5' GAACTGTCCGAAGACTCACTGC 3' |
| **Nfib** | NM_008687 | 5' GTGTTCAGCCACACCACATCAC 3' | 5' GTCCAGAATCTTGCTCCTGCAC 3' |
| **Nr4a1** | NM_010444 | 5' CTGGTCCTCATCACTGATCGAC 3' | 5' TGTGCTCCTTCAGACAGCTAGC 3' |
| **RpL12** | NM_009076 | 5' GCGATGACATTGCCAAGGCTAC 3' | 5' CCTGTCTGTTCTGGATGGTCAG 3' |
| **RpL30** | NM_009083 | 5' AAGTCTCTGGAGTCGATCAACTC 3' | 5' GTCTGATCATCTTCAGAGTCTGC 3' |
| **S100a14** | NM_025393 | 5' CTGAGCTTCGAGACCTGGTTAC 3' | 5' TCACACTCTTGGCTGCTTCTCC 3' |
| **Scg3a1** | NM_054037 | 5' CTGCTCAGTGACTCTGGTGTTG 3' | 5' GATGAACCTCAGGATGGCCAAG 3' |
| **Slc4a1** | NM_011403 | 5' GCTGCAGCAACTCTCATGACAG 3' | 5' GTCCAGAAAGCTCTCCAGAGAG 3' |
| **Vegfa** | NM_009505 | 5' TGTACCTCCACCATGCCAAGTG 3' | 5' GGACTTCTGCTCTCCTTCTGTC 3' |
| **Vegfa** | NM_009505 | 5' ACCTCCACCATGCCAAGTGGTC 3' | 5' CAATCGGACGGCAGTAGCTTCG 3' |
| **Wnt7a** | NM_009527 | 5' GCTCCTGTACCACTAAGACGTG 3' | 5' TGTCCTTGAGCACGTAGCCTAG 3' |
| **Zfp36** | NM_011756 | 5' GAGCTCTGTCGGACCTACTCAG 3' | 5' GGAGGTAGAACTTGTGGCAGAG 3' |

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Table S7 — Source, dilution, reference and manufacturer of primary antibodies used in immunohistochemical stainings and Western blots.

***Table S7*.** Source, dilution, reference and manufacturer of primary antibodies used in immunohistochemical stainings and Western blots.

| **Primary antibody** | **Origin** | **Dilution** | **Reference and manufacturer** |
| --- | --- | --- | --- |
| **Immunohistochemistry** |  |  |  |
| Actin, muscle (HHF35) | Mouse monoclonal | None | MU090-UC; Biogenex |
| Actin,  smooth muscle (1A4) | Mouse monoclonal | 1:200 | A5228; Sigma |
| Aqp5 (C-19) | Goat policlonal | 1:50 | sc-9890; Santa Cruz Biotech. Inc. |
| BrdU (BMC 9318) | Mouse monoclonal | 1:20 | Roche Molecular Biochemicals |
| CD31 / PECAM (M20) | Goat policlonal | 1:100 | sc-1506; Santa Cruz Biotech. Inc. |
| CCSP/CC10/Scgb1a1 (T18) | Goat monoclonal | 1:400 | sc-9772; Santa Cruz Biotech. Inc. |
| Cleaved Caspase-3 (5A1) | Rabbit monoclonal | 1:100 | #9664; Cell Signaling Tech., Inc. |
| IGF-IRβ (C-20) | Rabbit polyclonal | 1:50 | sc-713; Santa Cruz Biotech. Inc. |
| IGF2 | Goat polyclonal | 1:25 | AF292; R&D Systems |
| Laminin | Rabbit policlonal | 1:100 | L9393; Sigma |
| Ly6G/6C / Gr1 (RB6-8C5) | Rat monoclonal | 1:100 | 553126; BD Biosciences |
| NFIB/NF1B2 | Rabbit polyclonal | 1:100 | ab11989; Abcam (Cambridge, UK) |
| PCNA (24) | Mouse monoclonal | 1:50 | 610665; BD Biosciences |
| Pro-SPC (M20) | Goat policlonal | 1:100 | sc-7706; Santa Cruz Biotech. Inc. |
| **Western blot** |  |  |  |
| IGF-IRβ (C-20) | Rabbit polyclonal | 1:1,000 | sc-713; Santa Cruz Biotech. Inc. |
| Cyr-61 (H-78) | Rabbit polyclonal | 1:1,000 | sc-13100; Santa Cruz Biotech. Inc. |
| Egr-1 (588) | Rabbit polyclonal | 1:1,000 | sc-110; Santa Cruz Biotech. Inc. |
| Klf-2 | Rabbit polyclonal | 1:1,000 | AB4137; Chemicon Inter. Inc. |
| NFIB/NF1B2 | Rabbit polyclonal | 1:1,000 | ab119989, Abcam (Cambridge, UK) |
| c-jun (D) | Rabbit polyclonal | 1:1,000 | sc-44; Santa Cruz Biotech. Inc. |
| p-SAPK/JNK (Thr202/Tyr204) | Rabbit polyclonal | 1:1,000 | #9251; Cell Signaling Tech., Inc. |
| JNK1/3 (C-17) | Rabbit monoclonal | 1:500 | sc-474; Santa Cruz Biotech. Inc. |
| CD3 (KT3) | Rat monoclonal | 1:200 | CBL1317; Chemicon Inter. Inc. |
| p-AKT (Ser473) | Rabbit monoclonal | 1:1,000 | #9271; Cell Signaling Tech., Inc. |
| AKT | Rabbit polyclonal | 1:1,000 | #9272; Cell Signaling Tech., Inc. |
| p-ERK1/2 (Thr202/Tyr204) | Mouse monoclonal | 1:1,000 | #9106; Cell Signaling Tech., Inc. |
| ERK-2 (C-14) | Rabbit polyclonal | 1:1,000 | sc-154; Santa Cruz Biotech. Inc. |
| p-p38 (Thr180/Tyr182) | Rabbit monoclonal | 1:1,000 | #4631; Cell Signaling Tech., Inc. |
| p38 MAP Kinase | Rabbit polyclonal | 1:1,000 | #9218; Cell Signaling Tech., Inc. |
| p-STAT-3 (Tyr705) | Rabbit polyclonal | 1:1,000 | #9131; Cell Signaling Tech., Inc. |
| STAT-3 (F-2) | Mouse monoclonal | 1:500 | sc-8019; Santa Cruz Biotech. Inc. |
| Laminin | Rabbit polyclonal | 1:1,000 | L9393; Sigma (St. Louis, MI) |
| -Tubulin (TUB 2.1) | Mouse monoclonal | 1:20,000 | T4026; Sigma (St. Louis, MI) |

# Supplementary material for: Transcriptome Analysis in Prenatal IGF1-Deficient Mice Identifies Molecular Pathways and Target Genes Involved in Distal Lung Differentiation
**Source:** PLoS One. 2013 Dec 31;8(12):e83028. doi: 10.1371/journal.pone.0083028
**Supplement:** Methods S1 — Mice, histology and immunodetection.

**Supporting Methods S1.** Mice, histology and immunodetection.

***Mouse genotyping and embryo collection***

Mice were either genotyped by Southern blot analysis of tail DNA as previously described , or by standard PCR using specific primers for the *Igf1* wild type allele (*Igf1* forward 5’-GTCTAACACCAGCCCATTCTGATT-3’ and *Igf1* reverse 5’-ACTCGATTTCACCCACTCGATCG-3’) that generate a 250 bp amplicon, and the *Igf1* mutant allele (*Neo* forward 5’- GCTTGGGTGGAGAGGCTATTC -3’ and *Neo* reverse 5’- CAAGGTGAGATGACAGGAGATC -3’), that render a 280 bp-long amplicon. For embryo staging, E0.5 was considered the day when formation of a vaginal plug was first observed. E12.5 and E16.5 embryos were obtained and their dissected lungs used for lung organ cultures. E18.5 pups were prematurely delivered by C-section and helped to breath for 20 min under a warming lamp before weighing and lung dissection. A minimum of n=3 animals for each genotype was used in each experiment, as it was specified on each figure legend.

***Histology and determination of collagen and elastic fibers***

E18.5 dissected lungs were weighted and either fresh frozen in liquid nitrogen or OCT fixed overnight by immersion fixatives. After fixation, either in 4% paraformaldehyde in PBS at 4ºC or in buffered formalin at room temperature, samples were embedded in gelatin or paraffin, respectively. 10 m-thick criostate (OCT or gelatin embedded) or 4 m-thick microtome (paraffin embedded) sections were deposited onto slides and then subjected to either routine histological or immunohistochemical staining. Collagen fibers in E18.5 lungs were visualized with a Sirius red stain. Collagen contents was assessed using Collagen Assay kit (Sircol™, Biocolor Ltd., Northern Ireland, UK), following manufacturer instructions. Elastic fibres and collagen were stained with Orcein and Sirius Red solutions (Sigma), respectively.

***Immunohistochemistry***

Paraffin (4 m) and gelatin or OCT crio-sections (10 m) were rehydrated in PBS by standard methods, blocked and immunostained as described . Primary antibody used, including their source, dilution, reference and manufacturer, are listed in *Table S7***.** Antigen retrieval was performed, except in samples to determine Actin (clone HHF35) and Ly-6G/6C(Gr1). For PCNA, laminin and Nfib staining, sections were incubated at 95ºC in 10 mM citrate buffer (pH 6.0) for 15 min, followed by a 5 min cool down in the same buffer and 3 successive 5 min incubation at 95ºC. For IGF1R, Aqp5, CD31, CCSP, Pro-SPC and SMA (clone1A1) immunohistochemistry, antigen retrieval was performed with slides immersed in 10 mM citrate buffer (pH 6.0) in a pressure cooker, heating for 3 minutes after reaching full pressure, and followed by a 5 min cool down in the same buffer. For IGF2 immuno-staining antigen retrieval was performed with slides immersed in a boiling solution of 1 mM EDTA (pH 9.0) for 25 minutes. For BrdU determination sections were treated with 2N HCl for 1 h, neutralized with PBS 6 times/10 min each. Samples to be developed with peroxidase were treated with 3% hydrogen peroxide (Sigma). Sections were then blocked and incubated with primary antibodies (*Table S7*). After washing, sections were incubated for 2 h., either with biotin- or fluorochrome-conjugated secondary antibodies. Host specific biotinilated antibodies (Vector Laboratories) were visualized with avidin-biotin-peroxidase complex (Vector Elite ABC kit; Vector Laboratories) and 3,3’-diaminobenzidine substrate (Sigma) followed by counterstaining with haematoxylin (Dako) and examined by light microscopy. For immuno-fluorescence staining sections were incubated for 2 h with Cy3-conjugated (Jackson ImmunoResearch, West Grove, PA), AF488-, AF546- or AF633-conjugated (Invitrogen) secondary antibodies, counterstained either with DAPI (1 g/ml; Sigma) or Sytox (250 nM; Molecular Probes), and mounted either in Mowiol or anti-fading (ProLong Gold; Molecular Probes) to be examined by fluorescence/confocal microscopes (Carl Zeiss and/or Leica Microsystems). As negative controls non-immunized serum from same species providing the primary antiserum were applied in adjacent specimen sections, using the same diluents and working dilutions, and following the same staining protocol, in order to check antibody specificity and unspecific background staining.

***Western blotting***

Total protein was obtained from lung and explants homogenized in lysing buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 1 mM PMSF, 1g/mL aprotinin, leupeptin and pepstatin, 1 mM NaF and Na3VO4). Proteins were separated by SDS-PAGE, transferred to PVDF membranes, blocked and incubated with primary antibodies listed and diluted in 2% BSA in TBST, as indicated in *Table S7*. -Tubulin was used as loading control. For detection, secondary antibodies conjugated with HRP (Dako) were used and blots developed using ECL or ECL-Plus kits (Amersham). Films were scanned and images were analysed using a calibrated densitometer (Bio-Rad, Hemel Hempstead, Hertfordshire, UK). Quantitative results from Western blots were obtained after normalization of the densitometric data obtained from the specified samples of total or phosphorilated protein levels of a specific antibody, with densitometric values obtained for of -Tubulin on the same blot.

**References**

1. Pichel JG, Fernandez-Moreno C, Vicario-Abejon C, Testillano PS, Patterson PH, et al. (2003) Developmental cooperation of leukemia inhibitory factor and insulin-like growth factor I in mice is tissue-specific and essential for lung maturation involving the transcription factors Sp3 and TTF-1. ***Mech Dev*** 120: 349-361.

2. Moreno-Barriuso N, Lopez-Malpartida AV, de Pablo F, Pichel JG (2006) Alterations in alveolar epithelium differentiation and vasculogenesis in lungs of LIF/IGF-I double deficient embryos. ***Dev Dyn*** 235: 2040-2050.

How the deposited data were processed for this re-analysis (not part of the article)

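Lungs of *Igf1-/-* and *Igf1+/+* mouse embryos at embryonic day 18.5 were compared on 3-prime expression arrays of mouse genes, 3 arrays per genotype. The deposited values are log2 expression values that the authors made with RMA (background correction, quantile normalization and a median-polish summary per probe set) over 12 arrays, 6 of lung and 6 of cochlea, in a version that is not stated. The cochlear values and the scans are not in the files, so the RMA step was not repeated. Genotype and replicate number of each array were taken from the sample labels. The paper describes 3 separate RNA samples of 5 µg per genotype, whereas the labels mention pooled lungs and 6 µg, and this was not settled. No batch is given in the labels or in the paper.

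The deposited table holds 22690 probe sets. The 64 control probe sets were left out, which leaves 22626 mouse probe sets. Of these, 20380 have 1 gene symbol in the annotation, 691 have several and were not used as genes, 6 were named through Table S1, and 1549 have no name. Symbols were compared with the RefSeq table of the GRCm38.p6 assembly through the Entrez identifier, and 20351 were found there. That table was used for names only. Where the paper assigns a gene to a probe set without a name in the annotation, the name is given as that of Table S1.

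Calculations used R 4.3.3 and limma 3.58.1. For each probe set, a linear model with the genotype as the only term was fitted to the 6 arrays and the variances were moderated by empirical Bayes. P values were adjusted by the method of Benjamini and Hochberg over all mouse probe sets. Probe sets were counted at an adjusted p under 0.20 and under 0.10, and a gene is said to rise or fall at an adjusted p under 0.10. A level of 0.05 and a minimum fold of 1.5 were used as stricter choices. A log2 fold change is the mean of the *Igf1-/-* arrays minus the mean of the *Igf1+/+* arrays, with the moderated standard error. Groups are said not to overlap when all 3 values of 1 genotype lie above the 3 of the other. Comparisons of 3 against 3 arrays give 10 distinct splits, and the smallest exact permutation p is 0.1.

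In advance, 36 gene lists were fixed, covering pathways, cell types of the lung and cell types or tissues that lung samples could hold. Each list was tested with camera over 12393 genes (inter-gene correlation 0.01), with 1 probe set per gene, the one with the highest mean among those that name that gene alone. The tests were adjusted over the lists, and a list was called at an adjusted p under 0.05. Camera with an estimated correlation and fry were run beside it. Members were also adjusted over the list alone. The groups of Tables S2 and S3 were counted at the probe sets of Table S1, which are not always the brightest of their genes.

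The genes named in the text were chosen by a rule fixed in advance: (a) every gene the paper names from the arrays, at the probe sets of Table S1 or Table S4, whose values in the paper had been seen; (b) the 10 largest increases and the 10 largest decreases among named probe sets with an adjusted p under 0.10 and groups that do not overlap; (c) up to 4 members of each list with the largest change among those past 0.10 or, where fewer than 2 passed, the members with the highest mean; (d) *Igf1* and the genes of Fig. 6A. Genes outside this rule are said to be named after their values were seen.

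Alternatives fixed in advance were the replicate number as a block, quantile normalization of the 6 lung arrays, centring of each array on its median, leaving out probe sets under the median mean value, limma with a variance trend and robust estimates, array quality weights, the SAM statistic with an FDR from the 10 splits, a comparison of means without moderation, the control probe sets kept, the median probe set of each gene, the stricter levels, and leaving out each array in turn. Sex, read from *Xist* and Y-linked genes, was added as a block after the data were examined, with each array taken as 1 sex. Bootstrap intervals used a seed of 2013.

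The fit was tested on simulated data in which 200 probe sets were changed. The test checks the code and the thresholds and says nothing about the lungs. The number of arrays limits the precision, and no depth applies to array values. Experiments of the paper without deposited values (RT-qPCR, Western blots, histology) were left out. Results for some of the genes the paper names are not reported here.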

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

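The tests of RNA degradation, of all dim probe sets that rose and of the share of blood cells were chosen after the results were seen.

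Outside Table S1, 6 probe sets passed an adjusted p of 0.10 (n = 3 per genotype), and their genes were named after their values were seen. *Trim10* (log2 fold change −0.50, adjusted p = 0.0312), *Hapln1* (−0.55, 0.0695) and *Vamp7* (−0.39, 0.0894) fell, while *Zfp52* (0.47, 0.0673), *Trp73* (0.48, 0.0695) and *Cd5l* (0.44, 0.0796) rose. All 6 probe sets were dim, with group means between 4.16 and 6.38, under the median of every array. The brightest probe set of *Zfp52* had −0.22 (adjusted p = 0.385) and that of *Vamp7* had −0.12 (adjusted p = 0.803). That of *Hapln1* fell too (−0.39, adjusted p = 0.0910). Ciliated cell markers, which the paper does not discuss, were higher in the *Igf1-/-* lungs in 9 of 9 genes. Granulocyte genes were higher in 19 of 22 genes. Heart muscle genes were higher in 19 of 19 genes, but none passed in limma, the list was not called with an estimated correlation (adjusted p = 0.683) or without *Igf1-/-* replicate 3 (adjusted p = 0.833), and without that array *Actc1* and *Myh6* turned to −0.01 and −0.10.

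Probe sets of ribosomal protein genes and other dim probe sets rose in the *Igf1-/-* lungs. For *Rps10* and *Rps9*, the 2 ribosomal protein genes with a risen probe set and a brighter one, the median log2 fold change of the brighter one was 0.034, at mean values of 13.4 and 12.7, where a difference can be compressed, and over all 13 genes whose dimmer probe set rose the brightest had a median of −0.0048 (median difference 0.69, 95% bootstrap interval 0.47 to 0.79), which argues against a rise of the whole mRNA as the shared source, although 6 of the 13 brightest probe sets had the same direction and 1, that of *Nfib*, passed 0.10, whereas in the 23 genes with a dimmer probe set that fell the brightest had −0.46. The 3-prime minus 5-prime values of control transcripts overlapped between genotypes in 3 of 3 controls. Such overlap is likely by chance with 3 arrays per genotype, so it does not decide on RNA degradation that differs between genotypes. For actin the mean was 0.35 ± 0.08 (SD, n = 3) in *Igf1-/-* lungs and 0.35 ± 0.10 in *Igf1+/+* lungs. In the same order it was 0.07 ± 0.07 and 0.10 ± 0.03 for *Gapdh*, and 2.35 ± 0.17 and 2.43 ± 0.17 for pyruvate carboxylase. These values argue against a difference in degradation larger than this spread, and a smaller one is left open. A transcript form, an incompletely processed RNA or a cross-hybridizing RNA that differs between genotypes may be a candidate source and was not tested. The paper's RT-qPCR in Table S4, on other samples, gave higher *Gas5*, *Rpl30*, *Rpl12* and *Hspa8* without IGF1.

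Of the immediate-early genes, 16 fell. All 16 still passed an adjusted p of 0.10 after quantile normalization and after centring of the 6 lung arrays. These steps moved the median log2 fold change over all probe sets from 0.026 to 0.013 and to 0.032, far less than these genes fell. The authors' RMA step was not repeated, so whether their normalization contributed was not tested. Handling that differed between single lungs is not settled, since their within-group SD was 1.85 times that of probe sets of like mean value, and 0 of the 16 had overlapping groups, which goes against it but is true of all 126 probe sets past 0.10 and so follows from how the genes were chosen. Handling that differed between genotypes before dissection cannot be told apart from an effect of IGF1 on these genes, since the design has no lungs of the same genotype handled differently. Both may contribute.

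Of the erythroid genes, 4 fell at their brightest probe set, namely *Slc4a1*, *Slc25a37* (−1.12, adjusted p = 0.0294), *Trim10* and *Alas2* (−0.87, adjusted p = 0.0754). All 4 passed after either normalization of the deposited values, but the authors' RMA step was not repeated, so whether their normalization contributed was not tested. A lower share of blood cells in the *Igf1-/-* lungs would lower genes expressed in erythroid cells alike, and the heterogeneity chi-square p was 0.248 over the 2 such genes with a mean log2 value above 8, too few to decide, a rule that was added after the result was seen. *Slc4a1* (−1.64, SE 0.09) had a mean of 7.98 and so was left out of that test. Its mean was 8.80 in the *Igf1+/+* lungs and 7.16 in the *Igf1-/-* lungs, so the fall itself placed it under the cut. It lay apart from *Slc25a37* (−1.12, SE 0.16) and *Alas2* (−0.87, SE 0.15). The heterogeneity p of 0.248 therefore does not show that these genes fell alike. Over all 20 genes of the list taken as erythroid-only, many of them dim, the chi-square was 477 (p = 3.69e-89, 11 of 20 lower). A lower share of blood cells and lower expression in erythroid cells may each contribute to the fall and cannot be told apart here for these genes.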

How the results depend on the processing

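Sex as a block was chosen after the data were examined. None of the 63 named probe sets past an adjusted p of 0.10 passed under every alternative, since the comparison of means without moderation called 0 of them, and 29 of the 63 passed with any 1 array left out. No named probe set that passed 0.10 in the fit reported or in an alternative changed direction in that alternative, and the other probe sets were not checked for this. Over 225 named probe sets, 102 changes of direction occurred in 49 probe sets. Past an adjusted p of 0.10, the count of 126 became 204 with a variance trend (125 shared), 628 with array weights (126 shared), 29 with the SAM statistic (29 shared) and 1 with the plain comparison (0 shared). Past 0.20, 588 became 2325 with array weights, 7 with the plain comparison and 54 at an adjusted p under 0.05. Of the Table S1 probe sets, 120 past 0.10 became 193 with a variance trend, 380 with array weights, 28 with the SAM statistic and 0 with the plain comparison. Quantile normalization, centring, dim probe sets left out and control probe sets kept gave 517, 575, 396 and 574 past 0.20 and 125, 129, 134 and 124 past 0.10. Of 17 lists called, 0 were called with an estimated correlation and 4 by fry. Past 0.10 among the IGF system probe sets were 0 in the fit reported, 1 with the replicate block and 3 with array weights. Array weights were 1.19, 0.80 and 1.25 for *Igf1-/-* replicate 1, 2 and 3 and 0.80, 2.03 and 0.51 for *Igf1+/+* replicate 1, 2 and 3. With sex as a block the counts were 458 past 0.20 and 121 past 0.10, with 94 shared, each array being taken as 1 sex. With the replicate block they were 409 and 138, with 90 shared, and the arrays with the same number share only a number: the correlations of their differences from the group means were −0.04, −0.23 and −0.14. The simulated data gave limma calls for 92% of 2-fold and 99% of 4-fold changes with 16 of 207 calls false, against 27% and 83% with 0 of 110 for the SAM statistic and 78% and 96% with 20 of 194 for the plain comparison. The SAM figures at 0.10 rest on an FDR from only 10 splits, which is coarse at that level. The cause was not tested for any of these shifts.

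With 1 array left out, the counts ranged from 88 to 2888 past 0.20, from 45 to 710 past 0.10, from 44 to 293 of the Table S1 probe sets, and from 0 to 1 of the IGF system probe sets. The lowest counts past 0.20 and 0.10 came without *Igf1-/-* replicate 3 and the highest without *Igf1+/+* replicate 3. The lists called ranged from 12 to 19. Under quantile normalization of the 6 lung arrays, the log2 fold change turned for *Scd2* (−0.00192 from 0.0382), *Cxcl15* (−0.00937 from 0.00837), *Stat6* (0.0182 from −0.00646) and *Laptm5* (0.0154 from −0.00773). Under centring of the arrays, the log2 fold change turned for *Ldha* (0.00221 from −0.00392) and *Igf1r* (0.00164 from −0.00448). Under array quality weights, the log2 fold change turned for *Eif2s3y* (0.81 from −0.13), *Iigp1* (−0.00800 from 0.11), *Ldha* (0.0158 from −0.00392), *Cxcl15* (−0.00347 from 0.00837), *Mbp* (0.00790 from −0.0269), *Uty* (0.57 from −0.0688), *Xist* (−0.51 from 1.24), *Cct4* (−1.47e-04 from 0.0237), *Laptm5* (0.00173 from −0.00773), *Igfbp7* (−0.0269 from 0.0137) and *Cdc20* (−0.0184 from 0.0162). Log2 fold changes that turned with 1 array left out ranged as follows, with probe sets of the same gene given apart: *Scd2* (−0.0150 to 0.0902), *Rps29* (−0.0256 to 0.0139), *Actc1* (−0.00976 to 0.60), *Scd1* (−0.0797 to 0.24), *Satb1* (−0.0795 to 0.0299), *Hspa5* (−0.0904 to 0.0594), *Ebf1* (−0.34 to 0.0202), *Atp5b* (−0.00174 to 0.14), *Eif2s3y* (−1.46 to 1.37), *Ccnd1* (−0.0849 to 0.24), *Ckm* (−0.0643 to 0.37), *Pcna* (−0.0534 to 0.18), *Notch1* (−0.00361 to 0.14), *Igfbp1* (−0.22 to 0.35), *Iigp1* (−0.0667 to 0.25), *Gzmb* (−0.20 to 0.0749), *Ldha* (−0.0628 to 0.0556), *Ctnnb1* (−0.0789 to 0.0222), *Cxcl15* (−0.0631 to 0.10), *Igfbp4* (−0.0490 to 0.0870), *Igfbp3* (−0.17 to 0.46), *Tpm1* (−0.0405 to 0.18), *Fasn* (−0.10 to 0.0792), *Igf2r* (−0.0343 to 0.0973), *Igf2r* (−0.00892 to 0.0837), *Kdm5d* (−0.83 to 0.98), *Bst2* (−0.31 to 0.0563), *Mbp* (−0.0724 to 0.0151), *Mylk* (−0.0875 to 0.0256), *Stat6* (−0.0861 to 0.0588), *Igf1r* (−0.0253 to 0.12), *Stat3* (−0.20 to 0.0592), *Uty* (−0.97 to 0.87), *Xist* (−1.65 to 2.94), *Cct4* (−0.0582 to 0.11), *Laptm5* (−0.19 to 0.21), *Igfbp7* (−0.0584 to 0.0512), *Cdc20* (−0.0716 to 0.0853), *Flt4* (−0.15 to 0.0246), *Pygm* (−0.00683 to 0.14), *Myh6* (−0.10 to 0.74), *Cd1d1* (−0.0196 to 0.10), *Gata2* (−0.36 to 0.0320), *Col1a2* (−0.0765 to 0.0927), *Igf1r* (−0.0822 to 0.0543), *Igfbp2* (−0.13 to 0.22), *Hdc* (−0.0666 to 0.14), *Upk3b* (−0.10 to 0.28) and *Hspa8* (−0.13 to 0.0871). The cause was not tested. Probe sets near the background of the arrays limit what can be read, and with dim probe sets left out 134 probe sets passed 0.10, 78 of them shared.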

Differences from the paper's values

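The SAM statistic, which the paper's methods name, and the other alternatives given here were set before the data were examined, except sex as a block, which was chosen after the result was seen. The FDR of the SAM statistic was taken here from only 10 splits, so its counts need not be those of the paper's SAM run. At an FDR under 0.10, the paper's count of probe sets is 62 and 126 were found with limma. The count lies within 1.5 times the paper's without *Igf1-/-* replicate 1 (58), 2 (63) or 3 (45) and without *Igf1+/+* replicate 1 (55) or 2 (55). It does not with the replicate block (138), quantile normalization (125), centring (129), dim probe sets left out (134), a variance trend (204), array weights (628), the SAM statistic (29), the plain comparison (1), control probe sets kept (124) or without *Igf1+/+* replicate 3 (710).

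For genes at that level, the paper's count is 59 and 102 were found. It is within 1.5 times the paper's without *Igf1-/-* replicate 1 (46) or 2 (53) and without *Igf1+/+* replicate 1 (43) or 2 (43), and not with the replicate block (115), quantile normalization (102), centring (107), dim probe sets left out (110), a variance trend (163), array weights (512), the SAM statistic (22), the plain comparison (1), control probe sets kept (100) or without *Igf1-/-* replicate 3 (38) or *Igf1+/+* replicate 3 (592). For genes with higher expression, the paper's count is 19 and 30 were found. It is within 1.5 times the paper's with dim probe sets left out (27), control probe sets kept (28), and without *Igf1-/-* replicate 1 (15) or 2 (16) or *Igf1+/+* replicate 1 (14) or 2 (13). It is not with the replicate block (31), quantile normalization (31), centring (36), a variance trend (54), array weights (192), the SAM statistic (6), the plain comparison (1) or without *Igf1-/-* replicate 3 (12) or *Igf1+/+* replicate 3 (198). For genes with lower expression, the paper's count is 40 and 72 were found. It is within 1.5 times the paper's without *Igf1-/-* replicate 1 (31) or 2 (37) and without *Igf1+/+* replicate 1 (29) or 2 (30), and not with the replicate block (84), quantile normalization (71), centring (71), dim probe sets left out (83), a variance trend (109), array weights (320), the SAM statistic (16), the plain comparison (0), control probe sets kept (72) or without *Igf1-/-* replicate 3 (26) or *Igf1+/+* replicate 3 (396).

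The fold change R of Table S1 is described as a logarithm, and its values match the deposited ones on a linear scale, so its log2 was compared. Over 93 probe sets of genes named in the text, 93 had the paper's direction and 82 lay within 1 within-group SD. The 11 that did not are as follows, with the paper's log2 of R first. *Plat* had the paper's −0.73 against −0.55, and only the values without *Igf1-/-* replicate 2 (−0.61) or 3 (−0.59) and without *Igf1+/+* replicate 2 (−0.60) were within the SD. *Slc4a1* had the paper's −1.76 against −1.64, within it without *Igf1-/-* replicate 3 (−1.66) or *Igf1+/+* replicate 2 (−1.70) only. *Col4a4* had the paper's −0.996 against −0.68, within it without *Igf1-/-* replicate 2 (−0.78) or *Igf1+/+* replicate 3 (−0.80) only. *Pcsk6* had the paper's 0.65 against 0.49, within it without *Igf1-/-* replicate 1 (0.60) only. *H2-Aa* had the paper's 0.90 against 0.66, within it without *Igf1-/-* replicate 1 (0.74) or *Igf1+/+* replicate 1 (0.75) or 2 (0.72) only. *Ybx1* had the paper's 0.73 against 0.87, within it with array weights (0.79) and without *Igf1-/-* replicate 1 (0.83) or *Igf1+/+* replicate 3 (0.78) only. *Vegfa* had the paper's −0.86 against −0.64, within it without *Igf1+/+* replicate 2 (−0.75) only. *Rcan1* (the paper's −0.59 against −0.41), *Ms4a4d* (the paper's −1.10 against −0.65), *Bdh1* (the paper's 0.37 against 0.10) and *Pdlim5* (the paper's −0.63 against −0.32) were within it under no alternative.

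Of the first 63 probe sets of Table S1, listed at an FDR under 0.10, 9 did not pass an adjusted p of 0.10. *Bdh1* and *Pdlim5* passed under no setting. *Plat* passed with quantile normalization, centring, a variance trend, array weights and without *Igf1+/+* replicate 3. *Rcan1* passed with dim probe sets left out and with array weights. *Ms4a4d* passed with the replicate block, with array weights and without *Igf1+/+* replicate 3, and the *Map2k7* probe set with the latter pair. *Pcsk6* passed with dim probe sets left out, with array weights and without *Igf1-/-* replicate 1, and 1 probe set of *Itgb6* with a variance trend, array weights and without *Igf1-/-* replicate 1. *H2-Aa* passed with dim probe sets left out, a variance trend, array weights and without *Igf1+/+* replicate 3. Sex as a block, chosen after seeing the values, also gave a pass for *Pcsk6* and *H2-Aa*.

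For that level the paper gives 62 probe sets in its results and 63 in its methods, and Table S1 marks 63. It gives a smallest fold of more than 2.2 and 2.5 for both levels, while the smallest X in Table S1 is the paper's 1.67 and, in the first 63, the paper's 2.44. In the deposited values, the smallest linear folds of these same probe sets were 1.02 and 1.07. Among the probe sets that passed 0.20 and 0.10 here, a different set, they were 1.20 and 1.31, or 2.30 and 2.47 on the scale of X. In the discussion the paper lists *Nfib* among repressed genes, whereas it rose here, as it does in the paper's results section. It places *Icam1* and *Atf3* between FDR levels of 0.10 and 0.20, and both passed 0.10 here. It names 3 genes with more than 1 probe set at the stricter level, and *Slc4a1*, *Nfib*, *Btg2*, *Lyve1* and *Mkrn1* also passed at 2 probe sets here, as did *Pard6b* and, at 3, *Hapln1*, both named after their values were seen. It relates higher RNA levels of ribosomal proteins to proliferation, and 37 of 49 ribosomal protein genes were higher here, with 1 rising at its brightest probe set. The probe sets of *Rps9*, *Rps10* and *Rpl12* that rose were all dim.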

Other observations

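Genes that respond to low oxygen were lower as a group in the *Igf1-/-* lungs. *Adm*, the vasodilator peptide adrenomedullin, fell by 0.94 on the log2 scale (SE 0.13, n = 3 per genotype, adjusted p = 0.0271) and *Ero1a*, an oxidase of the endoplasmic reticulum, fell at its dimmer probe set (log2 fold change −0.67, adjusted p = 0.0695), with −0.18 at its brighter one. Both were named after their values were seen. The glycolytic genes *Aldoa*, *Pgk1* and *Tpi1* had log2 fold changes of −0.37, −0.17 and −0.12, and *Ldha* had −0.00. Of 28 genes 23 were lower, 1 fell at its brightest probe set and 3 at any, and 1 was higher and 12 lower when adjusted over the list alone (camera adjusted p = 5.01e-08, and adjusted p = 0.252 with an estimated correlation). Glucocorticoid response genes were also lower, in 17 of 22, with *Dusp1* and *Lcn2* falling and 0 higher and 8 lower when adjusted over the list alone (camera adjusted p = 1.42e-07, and adjusted p = 0.267 with an estimated correlation). This list shares *Dusp1* and other members with the immediate-early list. Of 29 sterol and fatty acid synthesis genes 13 were higher and 16 lower, 0 passed in limma, 3 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.951, median −0.02, mean 0.03). *Elovl5*, *Scd1*, *Scd2* and *Fasn* had log2 fold changes of −0.18, 0.08, 0.04 and −0.03.

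Ciliated cell markers were higher in 9 of 9 genes, with 0 passing in limma, 6 at an unadjusted p under 0.05, and 7 higher and 0 lower when adjusted over the list alone (camera adjusted p = 2.11e-05, and adjusted p = 0.206 with an estimated correlation). *Tppp3*, a tubulin-binding protein, had a log2 fold change of 0.47 (SE 0.10, adjusted p = 0.107), *Rsph1* one of 0.46, *Foxj1*, the transcription factor of motile cilia, one of 0.25 and *Mlf1* one of 0.26. Heart muscle genes were higher in 19 of 19 genes, with 0 passing in limma, 1 at an unadjusted p under 0.05, and 0 higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.00263, and adjusted p = 0.683 with an estimated correlation). *Myl7* had a log2 value of 11.01 ± 0.71 (SD, n = 3) in *Igf1-/-* lungs and 10.53 ± 0.21 (SD, n = 3) in *Igf1+/+* lungs, *Myh6* had 9.78 ± 0.92 and 9.36 ± 0.22, and *Actc1* had 10.52 ± 0.67 and 10.15 ± 0.13. *Myh7* had a log2 fold change of 0.21. The heart list was not called without *Igf1-/-* replicate 3 (adjusted p = 0.833) or *Igf1+/+* replicate 3 (0.0798), or with a plain comparison of means (0.178). Of 18 skeletal muscle genes 15 were higher and 3 lower, 0 passed in limma, 1 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.224). *Tnni1*, *Tnnt1*, *Ckm* and *Pygm* had log2 fold changes of 0.77, −0.22, 0.22 and 0.04. Of 14 thymus genes 10 were higher and 4 lower, 0 passed in limma, 0 had an unadjusted p under 0.05, and 0 were higher and 0 lower when adjusted over the list alone (camera adjusted p = 0.357). *Rag2*, *Cd1d1* and *Satb1* had 0.12, 0.03 and −0.02.

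Of the erythroid genes, 4 fell at their brightest probe set and 6 at any, and 2 were higher and 11 lower when adjusted over the list alone (median log2 fold change −0.04). The adjusted p of *Slc25a37*, *Trim10* and *Alas2* reached 0.124, 0.137 and 0.254 when 1 array was left out, while *Slc4a1* passed 0.10 with any array left out. Sex-linked genes differed between single arrays. *Xist*, which is expressed from the inactive X chromosome, had a log2 value of 7.09 in *Igf1-/-* replicate 1 and of 3.50 in *Igf1+/+* replicate 3, and of 12.1 to 12.2 in the other 4 arrays. The Y-linked gene *Eif2s3y* had 7.50 and 7.95 in the same 2 arrays and 3.46 to 3.53 in the others. The intermediate *Xist* value of *Igf1-/-* replicate 1 may come from a pool of both sexes, which was not tested and would limit the use of sex as a block. Over the 4 sex markers 0 passed in limma, 0 had an unadjusted p under 0.05, and the list was not called (camera adjusted p = 0.855, median −0.02, mean 0.27).

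Among the 10 splits of the 6 arrays into 3 and 3, the split by genotype was the 1 split with a count above 0 past an adjusted p of 0.10 (126, highest other 0), past 0.20 (588, highest other 0) and among the Table S1 probe sets (120, highest other 0). For the gene lists, 2 of the 10 splits called as many as the genotypes did (17, highest other 18). With 10 splits the share cannot go under 0.1, so the splits are too few for a share under 0.05. The study chose the Table S1 probe sets on the real split.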
